# Dysregulation of ribosome-associated quality control elicits cognitive disorders via overaccumulation of TTC3

**DOI:** 10.1073/pnas.2211522120

**Published:** 2023-03-14

**Authors:** Ryo Endo, Yi-Kai Chen, John Burke, Noriko Takashima, Nayan Suryawanshi, Kelvin K. Hui, Tatsuhiko Miyazaki, Motomasa Tanaka

**Keywords:** ribosome-associated quality control, TTC3, UFMylation, ribosome stalling, cognitive disorders

## Abstract

Ribosome-associated quality control (RQC) pathway is responsible for degradation of nascent polypeptides in aberrantly stalled ribosomes, and its defects may lead to neurological diseases. However, the underlying molecular mechanism of how RQC dysfunction elicits neurological disorders remains poorly understood. Here we revealed that neurons with knockout (KO) of ubiquitin ligase LTN1, a key gene in the RQC pathway, show developmental defects in neurons via upregulation of TTC3 and UFMylation signaling proteins. The abnormally enhanced TTC3 protein in *Ltn1* KO neurons reduced further accumulation of translationally arrested products by preventing translation initiation of selective genes. However, the overaccumulated TTC3 protein in turn caused dendritic abnormalities and reduced surface-localized GABA_A_ receptors during neuronal development. *Ltn1* KO mice showed behavioral deficits associated with cognitive disorders, a subset of which were restored by TTC3 knockdown in medial prefrontal cortex. Together, the overactivated cellular compensatory mechanism against defective RQC through TTC3 overaccumulation induced synaptic and cognitive deficits. More broadly, these findings represent a novel cellular mechanism underlying neuronal dysfunctions triggered by exaggerated cellular stress response to accumulated abnormal translation products in neurons.

## Significance

Ribosome quality control (RQC) is a co-translational surveillance mechanism for degradation of nascent polypeptides in aberrantly stalled ribosomes during translation. Although dysfunction of RQC is suggested to elicit neurological disorders, molecular mechanisms therein have remained poorly understood. Here, we revealed that the loss of LTN1, an E3 ubiquitin ligase in the RQC pathway, significantly increases TTC3 and UFMylation signaling proteins in neurons. The abnormally accumulated TTC3 was stabilized by UFMylation signaling and prevented further accumulation of translationally arrested products by inhibiting translation initiation of selective genes. Instead, the aberrantly increased TTC3 protein caused dendritic and synaptic abnormalities associated with cognitive disorders. Thus, our data provide novel evidence of a possible molecular link between neuronal RQC dysfunction and cognitive disorders.

All organisms have evolved mechanisms to selectively survey and eliminate misfolded or misprocessed proteins by degradation (1–3). The ribosome-associated quality control (RQC) pathway is a co-translational quality control system that recognizes aberrantly stalled ribosomes and degrades nascent polypeptides remaining on 60S subunits (4–6). In the RQC pathway, stalled ribosomes on aberrant mRNAs are first sensed by ubiquitin ligase ZNF598, which binds to 40S ribosome subunit and ubiquitinates ribosomal proteins Rps10 and Rps20, leading to splitting of stalled 80S ribosome into 40S and 60S subunits (7, 8). Then, nuclear export mediator factor (NEMF) binds to the 60S subunit and adds C-terminal alanine and threonine residues (CAT-tails) to nascent polypeptides (9, 10). NEMF also recruits ubiquitin ligase LTN1, which polyubiquitinates the nascent polypeptides with CAT-tails for subsequent proteasomal degradation (11–13). A failure of RQC machinery due to genetic removal of a RQC factor such as LTN1 or NEMF is known to cause proteotoxic stress in cells (14, 15). Furthermore, recent studies show that NEMF variants are associated with neurological disorders including intellectual disability (16, 17), suggesting a link between dysfunction of neuronal RQC and human neurological diseases. However, our understanding of how impaired RQC function elicits neurological disorders and causative molecular mechanisms therein is highly limited. In addition to the RQC, a cellular pathway involving UFM1, which is a ubiquitin-like posttranslational modification and covalently attached to a lysine residue of substrates, also regulates co-translational quality control of nascent polypeptides in aberrantly stalled ribosomes (18, 19). As known for ubiquitination pathway, UFMylation involves E1-like UBA5, E2-like UFC1, and E3-like UFL1 (20, 21). UFL1 forms a complex with DDRGK and CDK5RAP3, both of which are the key components that mediate UFMylation of substrate proteins in the ER (20, 21). Importantly, missense mutations in UFMylation-related genes have been linked to human neuropathologies including defective brain development (22, 23). However, pathological roles of UFMylation in neurons remain poorly understood.

In this study, we established LTN1-deficient mice (*SI Appendix*, Fig. S1*A*) and performed multi-dimensional analyses at the molecular, cellular, and behavioral levels to uncover physiological consequences of neuronal RQC dysfunction. We report here that TTC3 and UFMylation signaling proteins are substantially accumulated in *Ltn1* KO neurons, which reduces further overload of translationally arrested products by inhibiting translation initiation. Instead, however, we found that the aberrantly accumulated TTC3 protein elicits defects of neurite outgrowth and underlie cognitive disorders in *Ltn1* KO mice.

## Results

### Increased TTC3 and UFMylation Signaling Proteins in *Ltn1* KO Neurons.

To reveal molecular alterations in *Ltn1* knockout (KO) neurons, we first performed an unbiased quantitative proteomic screen by combining sucrose density gradient centrifugation and stable isotope labeling by amino acids in cell culture (SILAC). Fractions of 60S ribosomal subunits were isolated from SILAC-labeled *Ltn1* wild-type (WT) and KO neurons and analyzed by LC-MS/MS (Fig. 1*A*). We specifically searched for proteins whose abundance was increased by the loss of LTN1 and identified several proteins that fit our criteria (SILAC ratio > 1.5) (Fig. 1*A*). Among these proteins, we were interested in tetratricopeptide repeat domain 3 (TTC3), ubiquitin-fold modifier 1 (UFM1), CDK5 regulatory subunit-associated protein 3 (CDK5RAP3), and E3 UFM1-protein ligase 1 (UFL1), because these proteins reproducibly showed large SILAC ratios and have not yet been investigated in the RQC pathway (Fig. 1*A*). Interestingly, UFM1, UFL1, and CDK5RAP3 are all key components of the UFMylation pathway which is an ubiquitin-like posttranslational protein modification (20, 21), while TTC3 is an E3 ubiquitin ligase highly expressed in the CNS and is closely involved in Down syndrome (24, 25). To corroborate these results, we investigated the levels of TTC3 and UFMylated proteins in both total and 60S fractions of WT and *Ltn1* KO cultured neurons and brains. TTC3 and UFMylated protein levels were significantly increased in both LTN1-deficient cultured neurons and mouse brain in various regions (Fig. 1 *B*–*E* and *SI Appendix*, Fig. S1*B*). Next we purified each 40S and 60S subunit by thoroughly eliminating ribosome-free proteins with ultracentrifugation. The protein levels of UFL1, CDK5RAP3, and DDRGK1 were substantially increased in isolated 60S fractions of *Ltn1* KO neurons (*SI Appendix*, Fig. S1*C*), while TTC3 was mainly detected in the 40S subunit (*SI Appendix*, Fig. S1*D*). Next, we performed quantitative PCR analysis to examine whether mRNA level of TTC3 is also abnormally increased in *Ltn1* KO neurons and found that mRNA level was not altered by LTN1 deletion (*SI Appendix*, Fig. S1*E*). Finally, we performed immunohistological analysis with frozen mouse brain sections and found that both UFM1 and TTC3 protein levels were substantially increased in cerebral cortices of *Ltn1* KO mice (*SI Appendix*, Fig. S1 *F* and *G*). These results were consistent with our quantitative MS analysis using cultured neurons.

**Fig. 1.**
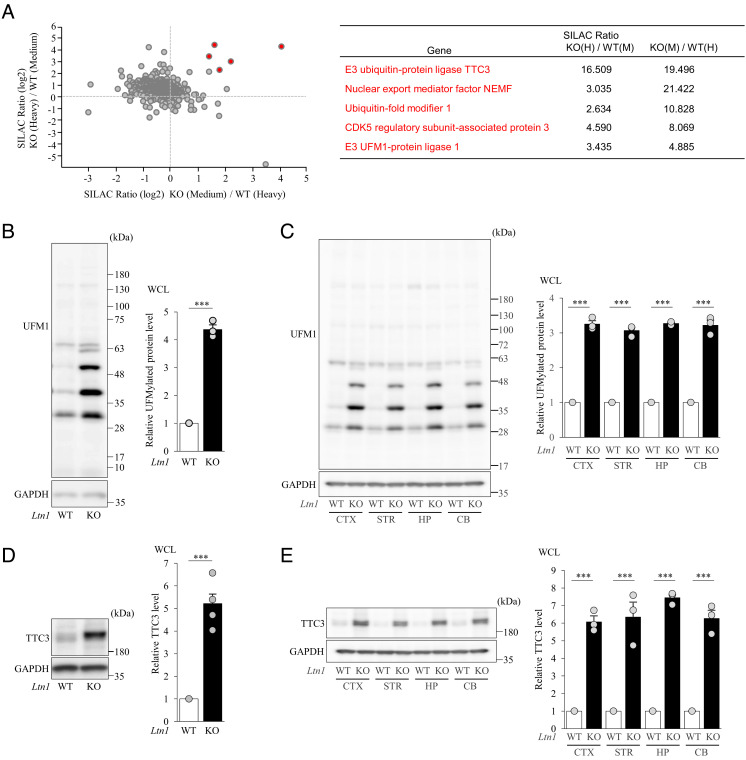
Quantitative proteomics approach using isolated 60S ribosome subunit fraction identified alterations of TTC3 and UFMylation signaling protein levels in LTN1-deficient neurons. (*A*) Quantitative proteomics data from isolated 60S ribosome subunit fraction (*Left*) and the list of candidate proteins with their SILAC scores (*Right*). (*B*) UFM1-conjugated proteins in neuronal lysates were detected by western blotting with an anti-UFM1 antibody. The signal intensities of UFMylated proteins were normalized to those of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and then expressed as the relative ratio of WT neurons (*Right*) (*n* = 3, ***P *= *0.000035, unpaired two-tailed Student’s *t* test). (*C*) UFMylated proteins in brain lysates from indicated regions were detected by western blotting. The signal intensities of UFMylated proteins were normalized to those of GAPDH and then expressed as the relative ratio of WT (*Right*). (*n* = 3, CTX: ***P *= *0.000002; STR; ***P *= *0.000002; HP: ***P *= *0.0000001; CB: ***P = 0.000098, unpaired two-tailed Student’s *t* test). (*D*) Protein level of TTC3 in neuronal lysates was detected by western blotting with an anti-TTC3 antibody. The signal intensities of TTC3 protein were normalized to those of GAPDH and then expressed as the relative ratio of WT neurons (*Right*) (*n *= 5, ***P = 0.000008, unpaired two-tailed Student’s *t* test). (*E*) Protein levels of TTC3 in indicated brain regions were detected by western blotting with an anti-TTC3 antibody, and the signal intensities of TTC3 protein were normalized to those of GAPDH and then expressed as the relative ratio of WT (*Right*) (*n* = 3, CTX: ***P *= *0.00012; STR; ***P *= *0.0032; HP: ***P *= *0.00001; CB: ***P = 0.00033, unpaired two-tailed Student’s *t* test). CTX: cortex, STR: striatum, HP: hippocampus, CB: cerebellum. Throughout the figures, data represent means ± SEM.

### UFMylated RPL26 is increased in 60S Subunit of *Ltn1* KO Neurons.

We found by sucrose density gradient analysis that UFMylated proteins were mainly detected in 60S and, to a lesser degree, 80S and polyribosome fractions (*SI Appendix*, Fig. S2*A*). The ribosomal protein RPL26 was previously reported to be as a major substrate for UFMylation in non-neuronal cells (26). In *Ltn1* KO neurons, an anti-RPL26 antibody detected three clear bands at ~30, ~40, and ~50 kDa corresponding to non-UFMylated, 1× and 2× UFM1-conjugated RPL26, respectively (*SI Appendix*, Fig. S2*B*). Furthermore, immunoprecipitation of RPL26 from neuronal cell lysates, followed by immunoblotting with an anti-UFM1 antibody, demonstrated that RPL26 is UFMylated and its level was significantly increased in *Ltn1* KO neurons (*SI Appendix*, Fig. S2*C*).

Next, we examined how LTN1 deficiency contributed to the observed increase of UFMylated RPL26. When we expressed functional, WT LTN1 in *Ltn1* KO neurons, the level of UFMylated RPL26 was significantly decreased, demonstrating that the increase in UFMylated RPL26 is indeed LTN1-dependent (*SI Appendix*, Fig. S3). Unexpectedly, however, the expression of LTN1 ΔRing, which lacks a catalytic ring finger domain, also reduced the level of UFMylated RPL26 in *Ltn1* KO neurons. Next, to examine the effects of LTN1’s localization on 60S subunit, we employed the ΔN-DD LTN1 mutant which cannot bind to 60S subunit (8). The expression of ΔN-DD LTN1 failed to reduce UFMylated RPL26 in *Ltn1* KO neurons (*SI Appendix*, Fig. S3). These results indicate that the abnormally increased UFMylation of RPL26 in *Ltn1* KO neurons was not caused by the lack of E3 ligase activity of LTN1, but by its absence on the 60S subunit.

### TTC3 Protein is accumulated in 40S Subunit of *Ltn1* KO Neurons.

We investigated the mechanism that increases the protein level of TTC3 in *Ltn1* KO neurons. First, we found that an N-terminally truncated isoform designated as “TTC3 M402” with an initiation codon of Met 402, but not the full length (1979 amino acids) of TTC3, is predominantly expressed in neurons, and its abundance was substantially increased by LTN1 deletion (*SI Appendix*, Fig. S4*A*). Importantly, as we observed for UFMylated RPL26, the abnormal increase in TTC3 level in *Ltn1* KO neurons was also caused by the loss of LTN1’s localization on 60S subunit, but not by the lack of its E3 ligase activity (*SI Appendix*, Fig. S3).

Next, when we assessed the precise localization of TTC3 among 40S, 60S, monosomes, and polysomes in cultured neurons, TTC3 was predominantly detected in 40S subunit (Fig. 2*A* and *SI Appendix*, Fig. S1*D*). Since cells contain cytosolic and ER-associated ribosomes, we investigated whether TTC3 preferentially binds to either or both of the ribosomes in neurons. Previous studies with mammalian dividing cells showed that TTC3 is detected mainly in the nucleus (27, 28). In neurons, however, we found that TTC3 is localized to the cytoplasm, including neurites (Fig. 2*B* and *SI Appendix*, Fig. S1*B*), and our double-immunostaining analysis showed that TTC3 showed a mesh-like distribution and frequently co-localized with an ER marker, calnexin (Fig. 2*B*). This finding was in agreement with the perinuclear localization of TTC3 by the immunohistological analysis of cerebral cortex from *Ltn1* KO mice (*SI Appendix*, Fig. S1*G*). These immunostaining data were confirmed by subcellular fractionation of neuronal lysates for separation between cytosolic and ER-bound ribosome-enriched membrane (ER-Ribo) fractions (29) (Fig. 2*C*). Furthermore, our treatment of the isolated membrane fraction with proteinase K degraded TTC3, but not an ER luminal protein, protein disulfide isomerase, demonstrating that TTC3 is not an ER luminal protein but is associated with the cytosolic face of ER membrane (*SI Appendix*, Fig. S4*B*). Together, these results suggest that TTC3 plays a role in translation regulation in the 40S subunit of ER-associated ribosomes.

**Fig. 2.**
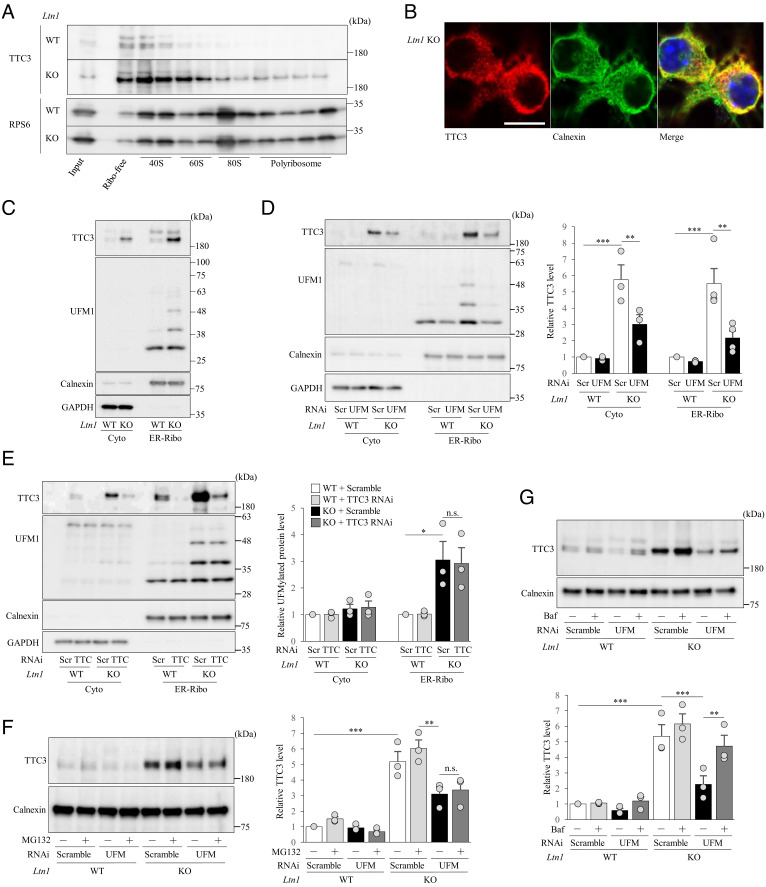
TTC3 is localized in 40S subunits and partially stabilized by UFMylation signal pathway. (*A*) Ribosome-free (Free), 40S, 60S, 80S monosome and polysome fractions were isolated from cultured cortical neurons by sucrose gradient centrifugation, and TTC3 and RPS6 (control) proteins were detected by western blotting. (*B*) Endogenous TTC3 was stained with an anti-TTC3 antibody (red), and ER was visualized with an anti-calnexin antibody (green). (Scale bar, 25 μm.) (*C*) Cytosolic (Cyto) and ER-associated ribosome-enriched (ER-Ribo) fractions were isolated from cultured cortical neurons by the centrifugation method and subjected to western blotting with an anti-TTC3 antibody. Calnexin was detected as an ER-bound ribosome-enriched associated membrane (ER-Ribo) fraction marker, and GAPDH was used as a cytosolic marker. (*D*) Cultured cortical neurons were infected with lentivirus encoding scramble RNAi or UFM1 RNAi, and cytosolic (Cyto) and ER-bound ribosome-enriched associated membrane (ER-Ribo) fractions were isolated. The signal intensities of TTC3 protein were normalized to those of GAPDH for cytosolic fraction or to calnexin for ER-associated ribosome-enriched fraction and then expressed as the relative ratio of WT neurons infected with scramble RNAi (*Right*) [Cyto: *n* = 3, *F*(3, 6) = 43.7, *P *= 0.0017; ER-Ribo: *n *= 4, *F*(3, 9) = 21.9, *P *= 0,0002, one-way ANOVA; **P < 0.01, ***P < 0.001, Bonferroni’s multiple comparison test post hoc]. (*E*) Cultured cortical neurons were infected with lentivirus encoding scramble RNAi or TTC3 RNAi, and cytosolic (Cyto) and ER-bound ribosome-enriched associated membrane (ER-Ribo) fractions were isolated. TTC3 and UFMylated proteins were detected by western blotting. The signal intensities of TTC3 protein were normalized to those of GAPDH for cytosolic fraction or calnexin for ER-Ribofraction and then expressed as the relative ratio of WT neurons (*Right*). [*n* = 3, Cyto: *F*(3, 6) = 1.59, *P* = 0.2877; ER-Ribo: *F*(3, 6) = 10.1, *P *= 0.0093, one-way ANOVA; *P < 0.05, Bonferroni’s multiple comparison test post hoc]. (*F*) Cultured cortical neurons with UFM1 KD were treated with or without 20 μM MG132 for 6 h, and ER-Ribo fraction was isolated. TTC3 was detected by western blotting. The signal intensities of TTC3 protein were normalized to those of calnexin and then expressed as the relative ratio of WT neurons infected with scramble RNAi and without MG132 treatment (*Right*). [*n* = 3, *F*(7, 14) = 41.7, *P *< 0.0001, one-way ANOVA; **P < 0.01, ***P < 0.001, Bonferroni’s multiple comparison test post hoc]. (*G*) Cultured cortical neurons infected with indicated lentivirus were treated with or without 200 nM bafilomycin A (Baf) for 6 h, and ER-Ribo fraction was isolated. The signal intensities of TTC3 protein were normalized to those of calnexin and then expressed as the relative ratio of WT neurons infected with scramble RNAi, without Baf treatment (*Right*) [*n *= 3, *F*(7, 14) = 43.7, *P *< 0.0001; one-way ANOVA; **P < 0.01, ***P < 0.001, Bonferroni’s multiple comparison test post hoc]. n.s., not significant. Throughout the figures, data represent means ± SEM.

Given such a significant increase in both UFMylated RPL26 and TTC3 levels in *Ltn1* KO neurons, we next investigated the hierarchical relationships between UFMylation signaling and TTC3 in neurons. When we immunoprecipitated UFMylated proteins from cytoplasmic and ER-Ribo fractions of neuronal lysates (*SI Appendix*, Fig. S4*C*), TTC3 was detected in ER-Ribo fractions of *Ltn1* KO neurons. This result indicates that TTC3 itself is UFMylated or interacts with other UFMylated, ER-Ribo associated proteins (*SI Appendix*, Fig. S4*C*), although future studies are required to examine it. Importantly, the knockdown (KD) of UFM1 significantly decreased the protein level of TTC3 (Fig. 2*D*), whereas the KD of TTC3 showed no impact on the UFMylated RPL26 level (Fig. 2*E*). Therefore, the UFMylation signaling is located upstream of TTC3 and regulates the abundance of TTC3 protein. In UFM1 KD neurons, while the proteasome inhibitor MG132 had no effect on TTC3 levels (Fig. 2*F*), the lysosomal inhibitor bafilomycin A partially restored TTC3 protein levels (Fig. 2*G*). Together, these results show that UFMylation signaling at least partly stabilizes TTC3 protein and increases its abundance by protecting TTC3 from lysosomal degradation.

### TTC3 Protein Level Is Increased when Translationally Arrested K24 Products were Overloaded.

Since TTC3 abundance is significantly increased by disrupted RQC and TTC3 is localized in Cyto-Ribo and ER-Ribo, we next investigated whether TTC3 is involved in the RQC pathway by using the reporter constructs that induce translational stalling at either cytosolic (EGFP-K24) ribosomes or ER-associated (SSER-CHO-EGFP-K24) ribosomes that harbors an ER targeting signal sequence (SSER) and an *N*-glycosylation site (CHO) to monitor ER-inserted translationally arrested products (18) (*SI Appendix*, Fig. S5*A*). When either reporter construct was expressed, translationally arrested products were substantially accumulated in *Ltn1* KO neurons compared to WT neurons (*SI Appendix*, Figs. S3*A* and S5*B*), demonstrating that RQC function is disrupted by the loss of LTN1, as expected. Importantly, the KD of TTC3 further enhanced the accumulation of arrested products in *Ltn1* KO neurons, but not in WT neurons (Fig. 3*A* and *SI Appendix*, Fig. S5*B*). Therefore, when additional RQC functions are required due to the overload of arrested products in LTN1-deficient neurons, TTC3 may participate in RQC pathway to reduce the amount of arrested products.

**Fig. 3.**
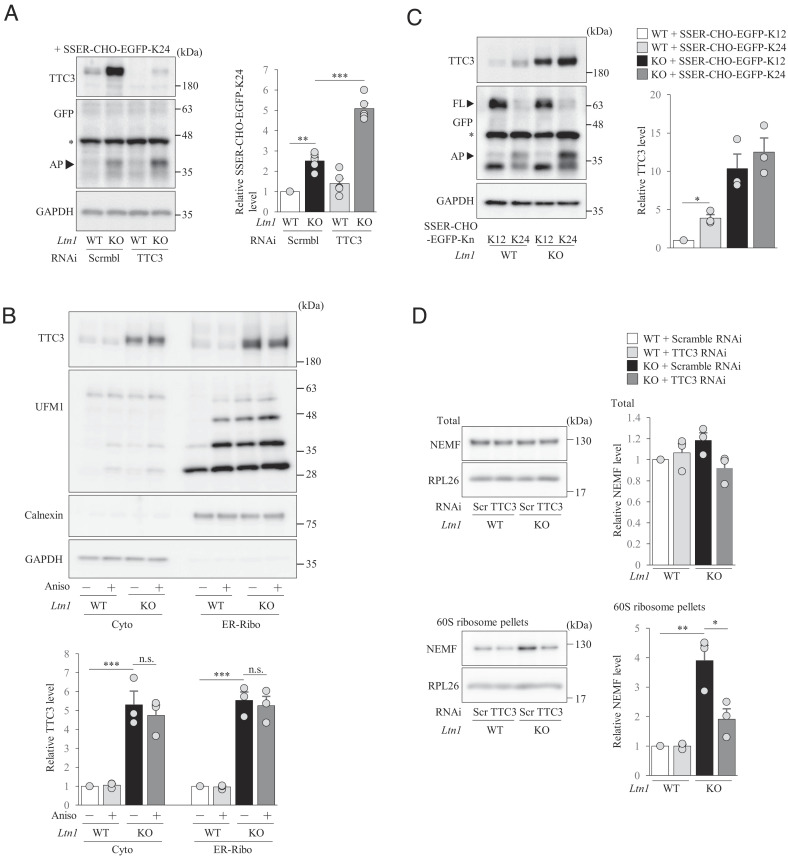
TTC3 protein level is increased by an overload of translationally arrested K24 products. (*A*) Cultured cortical neurons were first infected with lentivirus encoding scramble RNAi or TTC3 RNAi, followed by infection of AAV encoding SSER-CHO-EGFP-K24. Arrested products (AP; indicated by arrowhead) were detected by western blotting using an anti-GFP antibody. The signal intensities of arrested products were normalized to those of GAPDH and then expressed as the relative ratio of WT+Scramble RNAi neurons (*Right*) [*n *= 5, *F*(3, 12) = 73.2, *P* < 0.0001; one-way ANOVA; **P < 0.01, ***P < 0.001, Bonferroni’s multiple comparison test post hoc]. An asterisk indicates non-specific band. (*B*) Cultured cortical neurons were treated with anisomycin for 4 h, and cyotosolic (cyto) and ER-associated ribosome-enriched (ER-Ribo) fractions were separated. The signal intensities of TTC3 protein were normalized to those of GAPDH for cytosolic fraction or calnexin for ER-associated ribosome-enriched fraction and then expressed as the relative ratio of WT neurons without anisomycin treatment (*Bottom*). [*n* = 3, Cyto: *F*(3, 6) = 34, *P* = 0.0004; ER-Ribo: *F*(3, 6) = 87.7, *P *< 0.0001, one-way ANOVA; ***P < 0.001, Bonferroni’s multiple comparison test post hoc]. n.s., not significant. (*C*) Cultured cortical neurons were infected with indicated AAVs and TTC3 were detected by western blotting using anti-TTC3 antibody. Arrested products (AP) and full-length proteins (FL) are indicated by arrowheads. The signal intensities of TTC3 protein were normalized to those of GAPDH and then expressed as the relative ratio of WT neurons infected with control AAVs [*n *= 3, *F*(3, 6) = 30.1, *P *= 0.0005, one-way ANOVA; *P < 0.05, Bonferroni’s multiple comparison test post hoc]. An asterisk indicates non-specific band. (*D*) Total lysates (*Top*) or 60S ribosomal fractions (*Bottom*) were collected from cultured cortical neurons by sucrose gradient centrifugation, and ribosomes were further pelleted down (*Bottom*) and analyzed by western blotting with indicated antibodies. The signal intensities of NEMF were normalized to those of RPL26 and then expressed as the relative ratio of WT neurons infected with scramble RNAi [Total: *n* = 3, *F*(3, 8) = 2.21, *P* = 0.1649; 60S: *n* = 3, *F*(3, 6) = 26.3, *P* = 0.0008, one-way ANOVA; *P < 0.05, **P < 0.01, Bonferroni’s multiple comparison test post hoc]. Throughout the figures, data represent means ± SEM.

Next, we explored whether the enhanced UFMylated RPL26 in stalled ribosomes is responsible for the abnormal increase in TTC3 levels in *Ltn1* KO neurons. To address it, we treated neurons with anisomycin, which stalls ribosomes and enhances UFMylation of RPL26 (20). We found that the UFMylated RPL26 level was significantly increased (Fig. 3*B*) in WT neurons, as reported in non-neuronal cells (18), but TTC3 protein level was unchanged (Fig. 3*B*). Similar results were obtained in *Ltn1* KO neurons (Fig. 3*B*). Therefore, it is not simply the UFMylated RPL26-associated ribosomal stalling that enhanced the TTC3 protein level.

We then examined whether RQC-associated ribosomal stalling increases TTC3 protein levels by expressing an excess of EGFP-K24 or SSER-CHO-EGFP-K24. Remarkably, compared to the non-stalling K12 control (*SI Appendix*, Fig. S5*A*), the expression of EGFP-K24 or SSER-CHO-EGFP-K24 induced significant accumulation of TTC3 not only in *Ltn1* KO neurons, but also in WT neurons (Fig. 3*C* and *SI Appendix*, Fig. S5*C*), demonstrating that TTC3 protein level is increased selectively in response to the overload of arrested products that need to be eliminated by RQC. These results suggest that TTC3 protein level is increased when the amount of arrested products exceeds the capacity of neurons to degrade by canonical RQC function.

### TTC3 inhibits further Accumulation of Arrested Products by preventing Translation Initiation.

We examined the mechanism by which TTC3 mediates the reduction of arrested products in *Ltn1* KO neurons. By using the K24 reporter construct, we found by immunoprecipitation experiments that TTC3 does not interact with nascent polypeptides of the K24 arrested products in stalled ribosomes (*SI Appendix*, Fig. S5*D*). This result indicates that TTC3 does not ubiquitinate nascent polypeptides in 60S subunit as an E3 ligase like LTN1 and is consistent with the observation that TTC3 is mainly localized to 40S (Fig. 2*A* and *SI Appendix*, Fig. S1*D*).

Next, we examined the possibility that TTC3 indirectly degrades arrested products in stalled ribosomes. Our proteomic analysis indicated that the NEMF protein level was enhanced in *Ltn1* KO neurons (Fig. 1*A*), suggesting an increase in NEMF-mediated CATylation of nascent polypeptides. This situation may promote LTN1-independent ubiquitination of nascent polypeptides for proteasomal degradation, as reported previously (30). To examine this possibility, we first investigated whether the binding of TTC3 to 40S subunits might enhance NEMF’s binding to 60S subunit and thereby facilitate NEMF-mediated, LTN1-independent degradation of arrested products (30). As was shown by our initial proteomic analysis, the abundance of NEMF in 60S subunit was increased in *Ltn1* KO neurons, although the total expression level of NEMF did not change by LTN1 deletion (Fig. 3*D*). Interestingly, TTC3 KD significantly reduced the binding of NEMF to 60S subunit in *Ltn1* KO neurons (Fig. 3*D*). These results suggest that in *Ltn1* KO neurons the accumulated TTC3 caused the increased binding of NEMF to 60S subunit, implying that TTC3 indirectly enhances NEMF-mediated ubiquitination of translationally arrested products for proteasomal degradation in a LTN1-independent manner (30).

To test this hypothesis, we examined how the proteasome inhibitor, MG132, stabilizes K24 arrested products in WT or *Ltn1* KO neurons with or without TTC3 KD. First, as expected from the notion that K24 arrested products in *Ltn1* KO neurons have already been stabilized by the lack of LTN1’s E3 ligase activity, the MG132 treatment in *Ltn1* KO neurons exhibited smaller stabilization effects on the arrested products than that in WT neurons. However, MG132 treatment partially stabilized arrested products in *Ltn1* KO neurons (*SI Appendix*, Fig. S5*E*), suggesting that arrested products are degraded to some extent even in the absence of LTN1 as indicated previously (30). Importantly, we found that the MG132 treatment in *Ltn1* KO neurons with TTC3 KD did not alter the stabilization effects on K24 arrested products, as compared with that in *Ltn1* KO neurons with scramble RNAi, indicating that although TTC3 promotes the binding of NEMF to 60S subunit, it does not enhance NEMF-mediated, LTN1-independent proteasomal degradation of K24 arrested products (*SI Appendix*, Fig. S5*E*). Together, it is unlikely that the increase in TTC3 abundance in *Ltn1* KO neurons plays a role in boosting cellular RQC function by directly or indirectly enhancing proteasomal degradation of nascent polypeptides in aberrantly stalled ribosomes.

Since TTC3 mainly localizes in the 40S subunit, we then hypothesized that the overaccumulated TTC3 might reduce the amount of arrested products by acting on small ribosomal subunits and inhibiting translation initiation. First, we examined phosphorylation of eIF2α in *Ltn1* KO neurons, as it is widely known to inhibit translation initiation (31). We found that phosphorylation of eIF2α was not altered in *Ltn1* KO neurons (*SI Appendix*, Fig. S6*A*), suggesting that TTC3 does not inhibit translation initiation simply by enhancing phosphorylation of eIF2α in the eIF2 ternary complex. Next, we performed co-immunoprecipitation experiments with isolated 40S fractions to examine whether TTC3 interacts with translation initiation factors on small ribosomal subunits. Interestingly, we found that TTC3 interacts with several translation initiation factors such as eIF4E, eIF4G, PABP, and RACK1 (Fig. 4*A*). Moreover, we found that ubiquitination of RPS2, which is triggered by inhibition of translation initiation (32, 33), was increased in 40S subunits of *Ltn1* KO neurons (Fig. 4*B*). Importantly, TTC3 KD significantly reduced ubiquitination of RPS2 in 40S subunit (Fig. 4*B*), suggesting that translation initiation in *Ltn1* KO neurons is impaired at least in part due to the increased TTC3 abundance. However, when we performed the experiments of BioOrthogonal Non-Canonical Amino acid Tagging (BONCAT) to examine whether total translation levels are altered in *Ltn1* KO neurons, they were not largely different between WT and *Ltn1* KO neurons (*SI Appendix*, Fig. S6*B*). Therefore, the defects of translation initiation by the loss of LTN1 may be selective for specific genes.

**Fig. 4.**
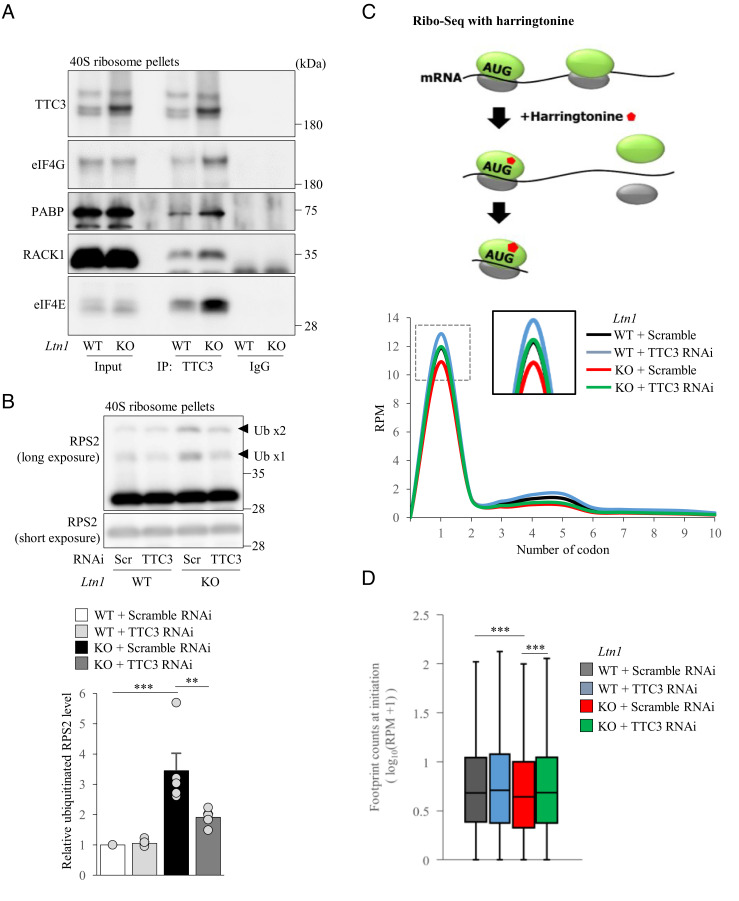
TTC3 reduces an overload of translationally arrested products by preventing translation initiation. (*A*) TTC3 was immunoprecipitated from pelleted 40S ribosome subunits, followed by western blotting using indicated antibodies. (*B*) 40S ribosome subunits pelleted from cultured cortical neurons were analyzed by western blotting with an anti-RPS2 antibody. The signal intensities of ubiquitinated RPS2 (arrowheads) were normalized to those of non-ubiquitinated RPS2 (*n *= 5, *F*(3, 12) = 16.0, *P *= 0.0002, one-way ANOVA; **P < 0.01, ***P < 0.001, Bonferroni’s multiple comparison test post hoc). (*C* and *D*) Ribosome profiling data of harringtonine-treated WT or *Ltn1* KO neurons. (*C*) Metagene analysis of footprint counts in the first ten codons in WT or *Ltn1* KO neurons with scramble or TTC3 RNAi. (*D*) Normalized footprint counts at the translation initiation (ATG) site (*P *= 2.571 × 10^−8^, Kruskal–Wallis test; ***P < 0.001, Bonferroni-corrected Wilcoxon–Mann–Whitney’s multiple comparison test post hoc). Throughout the figures, data represent means ± SEM.

To further test our hypothesis that overaccumulated TTC3 inhibits translation initiation in *Ltn1* KO neurons, we employed a ribosome profiling (Ribo-seq) technique, which is based on deep sequencing of ribosome-protected mRNA fragments and allows us to investigate translation at single nucleotide resolution, for the neurons treated with harringtonine, an inhibitor of translation initiation (34). 

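Footprints at initiation sites were measured in 4 libraries of primary mouse cortical neurons, with 1 library for each combination of genotype (WT or Ltn1 KO) and RNAi (scramble or TTC3). Harringtonine was given at 5 µg/ml for 3 min. There were no replicates, so every interval given for these libraries covers counting error only. The labels of the libraries conflict. Titles and characteristics give scramble RNAi for the libraries coded TTC and TTC3 RNAi for the libraries coded SC, while the letters of the codes spell the opposite. The libraries are therefore named by genotype and code, as WT SC, WT TTC, KO SC and KO TTC, and both pairs are reported side by side, with the assignment in the titles as the main one. The authors' table gives RPM, scaled to the total reads of a library, for 6352 transcripts. All values were whole multiples of 1 read within 1e-06, which returned the total reads of each library: 2096153 in WT SC, 1460425 in WT TTC, 2673112 in KO SC and 3655827 in KO TTC. The listed sites held 133697, 100082, 161904 and 244809 of these reads, or 6.38%, 6.85%, 6.06% and 6.70%. One read was worth 0.477 RPM in WT SC, 0.685 RPM in WT TTC, 0.374 RPM in KO SC and 0.274 RPM in KO TTC. Values were compared on the log10(RPM + 1) scale of Fig. 4D. The legend of Fig. 4D names the translation initiation (ATG) site, and the paper's text does not say how footprints were assigned to it. Ltn1 (ENSMUST00000039449.8), which encodes the E3 ligase deleted in the KO, lies on chromosome 16 of GRCm38 from 87376651 to 87432619. It had 10 reads in WT SC, 2 in WT TTC, 37 in KO SC and 0 in KO TTC. Ttc3, on the same chromosome from 94370625 to 94469222, had 3 reads in WT SC, 2 in KO SC and 0 in WT TTC and KO TTC (5 against 0 reads, two-sided exact binomial test, p = 0.0261, with reads taken as independent). The deleted part of Ltn1 is not given in the paper's text, and an RNAi need not change footprints at 1 site.

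**Figure D1:**
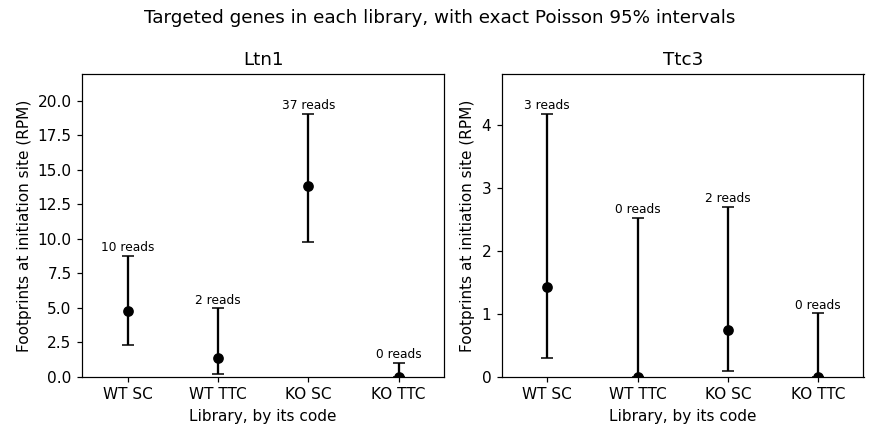
Footprints at the initiation sites of Ltn1 and Ttc3 in RPM (vertical axes) in each of the 4 libraries (horizontal axes), with reads printed above the points and exact Poisson 95% intervals as bars. Ltn1 is highest in KO SC, at 13.8 RPM, and Ttc3 has reads only in the libraries coded SC.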

Since harringtonine induces accumulation of ribosomes at translation initiation sites (34), Ribo-seq with harringtonine is likely to provide detailed information on translation initiation in *Ltn1* KO neurons. 

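Gabrb1, a subunit of the GABAA receptor, had 46.3 RPM at its initiation site in WT SC and 13.1 RPM in KO SC (adjusted p = 5.54e-09 from a two-sided exact conditional binomial test on reads). Msmo1, an enzyme of cholesterol synthesis, had 104 RPM in WT SC and 37.8 RPM in KO SC (adjusted p = 8.62e-15, same exact test), and Rpl9, a protein of the large ribosomal subunit, had 38.6 RPM in WT SC and 83.0 RPM in KO SC (adjusted p = 2.95e-07, same exact test). None of these passed in the TTC pair: Gabrb1 had 29.4 RPM in WT TTC and 22.2 RPM in KO TTC (adjusted p = 0.451), Msmo1 51.4 and 36.9 RPM (adjusted p = 0.171), and Rpl9 55.5 and 71.9 RPM (adjusted p = 0.237). In that pair, the neuronal Notch ligand Dner had 91.8 RPM in WT TTC and 27.6 RPM in KO TTC (adjusted p = 3.33e-16, same exact test), and in the SC pair 26.7 RPM in WT SC and 17.6 RPM in KO SC (adjusted p = 0.214). The tubulin Tubb4b was lower in both Ltn1 KO libraries, at 75.4 RPM in WT SC, 35.5 RPM in KO SC, 172 RPM in WT TTC and 59.1 RPM in KO TTC. The mitochondrial chaperone Hspa9 was also lower in both, at 13.5 RPM in KO SC against 39.1 RPM in WT SC and 30.1 RPM in KO TTC against 59.6 RPM in WT TTC. Dnm1l, the GTPase of mitochondrial fission, was higher in both, at 77.8 RPM in KO SC against 44.4 RPM in WT SC and 51.2 RPM in KO TTC against 12.3 RPM in WT TTC. Over all 6352 transcripts, the difference of the medians of log10(RPM + 1), KO minus WT, was -0.0283 in the SC pair and 0.0303 in the TTC pair. The mean level per transcript was 10.04 RPM in WT SC (exact Poisson 95% interval 9.99 to 10.10) and 9.54 RPM in KO SC (9.49 to 9.58), and 10.79 RPM in WT TTC (10.72 to 10.86) and 10.54 RPM in KO TTC (10.50 to 10.58). The sign of these medians depended on the choices made: among the 2314 transcripts with a mean of at least 5 RPM the differences were -0.0378 in the SC pair and -0.0313 in the TTC pair, and with median-of-ratios factors over all transcripts they were 0.00252 and 0.0431. These factors centre the ratio of the typical transcript between libraries on 1. They therefore take out a general decrease by construction and cannot test for one. The median transcript had 4 to 11 reads in a library, and 1 more read would move a median by 0.0287 to 0.0730.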

Ribo-seq data revealed that *Ltn1* KO neurons showed a decrease in ribosome-protected mRNAs (footprints) at translation initiation sites suggesting that translation initiation is compromised by the loss of LTN1. 

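In the SC pair, each of the 10 transcripts with the largest decrease in Ltn1 KO at a mean of at least 10 RPM passed the exact binomial test at an adjusted p of 0.05, and so did each of the 10 with the largest increase. The decreases included Tceal1 (16.7 RPM in WT SC and 3.74 RPM in KO SC), Fbxo21 (24.3 and 5.99 RPM), Pigs, a subunit of the GPI transamidase (19.1 and 4.86 RPM), and the RNA-binding protein Tardbp (16.7 and 5.24 RPM). The increases included Mmd2 (8.11 RPM in WT SC and 31.8 RPM in KO SC), the neuronal glutamate transporter Slc1a1 (8.11 and 22.1 RPM), Ndufb11 of respiratory complex I (8.59 and 23.2 RPM) and the fatty acid desaturase Scd1 (10.0 and 25.4 RPM). None of the genes named here passed in the TTC pair, where Tardbp had 9.59 RPM in WT TTC and 9.57 RPM in KO TTC, and Pigs was higher in KO TTC (10.3 and 13.1 RPM). In the TTC pair, the same selection gave decreases that included the ER cargo receptor Surf4 (24.0 RPM in WT TTC and 7.39 RPM in KO TTC) and the ER ubiquitin ligase Marchf6 (41.8 and 13.4 RPM). It gave increases in Ndufa9 of respiratory complex I (7.53 RPM in WT TTC and 25.4 RPM in KO TTC), the dihydropteridine reductase Qdpr (6.85 and 23.0 RPM) and the proton pump subunit Atp6v1c1 (8.90 and 26.5 RPM). In the SC pair, Surf4 (9.06 RPM in WT SC and 2.24 RPM in KO SC) and Marchf6 (31.0 and 12.0 RPM) were lower in Ltn1 KO at an adjusted p of 0.05 as well. The increases did not pass there: Ndufa9 had 19.1 RPM in WT SC and 25.1 RPM in KO SC, while Qdpr (13.8 and 5.99 RPM) and Atp6v1c1 (30.1 and 25.8 RPM) went the other way. Over all transcripts, 254 were lower and 141 higher in KO SC than in WT SC at an adjusted p of 0.05 among 5355 with reads, and 240 were lower and 171 higher in KO TTC than in WT TTC among 5448. At any difference in RPM, 46.3% of the 6352 transcripts were lower in KO SC than in WT SC, 38.0% were higher and 15.7% had 0 reads in both. Counting error alone, in libraries drawn from common rates, gave 40.9% to 43.2% lower. In the TTC pair, 42.1% were lower, 43.7% higher and 14.2% at 0 reads in both, and counting error alone gave 40.8% to 43.0% lower. The binomial test compares libraries, not genotypes: with genotype and code as additive terms over the 4 libraries, edgeR called 0 of 3703 transcripts for genotype (150 lower and 97 higher at an unadjusted p of 0.05, or 102 and 133 after TMM scaling). Even Get4, with 0 reads in both WT libraries, 24 in KO SC and 20 in KO TTC, was not called. The edgeR result therefore does not rule out large genotype effects. With median-of-ratios factors, 41.1% were lower and 43.2% higher in the SC pair, and at a mean of at least 5 RPM 54.1% were lower in the TTC pair. Median-of-ratios factors and TMM scaling take out a general decrease by construction.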

When we sorted the genes by the difference in footprint number at translation initiation site between WT and *Ltn1* KO neurons, we found that a subset (46.3%), but not all, of genes showed reduced translation initiation in *Ltn1* KO neurons (*SI Appendix*, Fig. S6*C* and Table S1), indicating that translation initiation of selective mRNAs was affected by the deletion of LTN1. Furthermore, the Gene Ontology (GO) term analysis using the top 5% differential genes revealed that the reduction of translation initiation in *Ltn1* KO neurons was enriched for the genes associated with various metabolic processes required for maintenance of cellular homeostasis (*SI Appendix*, Fig. S6*D*). 

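In the TTC pair, 15 of 20 measured genes of glycolysis were lower and 2 were higher in KO TTC, with a median difference of -0.0977 in log10(RPM + 1), and pyruvate kinase Pkm had 83.5 RPM in WT TTC and 43.2 RPM in KO TTC (adjusted p = 1.22e-05, exact binomial test), and 37.2 RPM in WT SC and 20.9 RPM in KO SC (adjusted p = 0.0234). Genes of nucleotide and one-carbon metabolism had 15 of 22 members lower (median -0.108), and targets of the integrated stress response had 11 of 17 lower (median -0.175). Genes of oxidative phosphorylation encoded in the nucleus had 21 of 35 members higher (median 0.0538). Among them was Cyc1 at 54.8 RPM in WT TTC and 115 RPM in KO TTC (64.4 RPM in WT SC and 71.5 RPM in KO SC, adjusted p = 0.743). This list had 18 of 35 members lower and 16 higher in KO SC than in WT SC (median -0.00285). In the SC pair, genes of fatty acid and lipid metabolism had 15 of 28 members higher in KO SC (median 0.0291). The ER translocon and signal recognition list had 24 of 34 higher there (median 0.0770). Its member Get4 had 0 reads in WT SC and 24 in KO SC, and 0 in WT TTC and 20 in KO TTC. The same ER list had 18 of 34 members lower and 16 higher in KO TTC (median -0.00690), within the range of random lists. Glycolysis (median -0.0257), the TCA cycle (-0.0371) and cholesterol synthesis (-0.00122) stayed within the range of random lists in the SC pair. Nucleotide and one-carbon metabolism also stayed within it there, with 10 of 22 members lower and 9 higher (median 0). The same held for integrated stress response targets, with 9 of 17 lower and 4 higher (median -0.0757). Oligodendrocyte lineage markers were lower in both pairs, in 8 of 14 members in KO SC (median -0.0803) and 9 of 14 in KO TTC (median -0.147). Cytosolic ribosomal proteins were higher in both pairs, in 24 of 42 members in KO SC (median 0.0424) and 25 of 42 in KO TTC (median 0.0580). Among the 317 transcripts with the lowest 5% of differences in the TTC pair, the number of immediate early genes lay above the central 95% of the random lists (6 of 17: Btg2, Fosl2, Gadd45b, Jund, Klf10 and Nr4a3). The number of oligodendrocyte lineage markers among the lowest 5% lay above that range in the TTC pair, at 4 of 14. In the SC pair it was 3 of 14, on the upper bound, since 3.53% of random lists had at least as many. Immediate early genes were within that range in the SC pair (3 of 17). Their library that stands apart is WT TTC, with a mean of 4.31 RPM over the 17 members. The mean was 2.33 RPM in WT SC, 2.35 RPM in KO SC and 2.08 RPM in KO TTC. Btg2 was higher in the SC pair, with 0 reads in WT SC and 15 in KO SC. Each list was ranked among 10000 random lists of its size matched on mean level, and 5 of 31 lists in the SC pair and 8 of 31 in the TTC pair lay outside the central 95%, against 1.55 from chance. GO annotation was not at hand, 54.3% of the lowest 5% in each pair had 0 reads in the KO library. At a mean of at least 5 RPM, 3 lists of the TTC pair were called, cytosolic ribosomal proteins, glycolysis and the integrated stress response. Nucleotide and one-carbon metabolism (median -0.108) and oxidative phosphorylation (median 0.0421) kept their direction but were not called. UFMylation, immediate early genes and oligodendrocyte markers had too few members left to be tested.

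**Figure D2:**
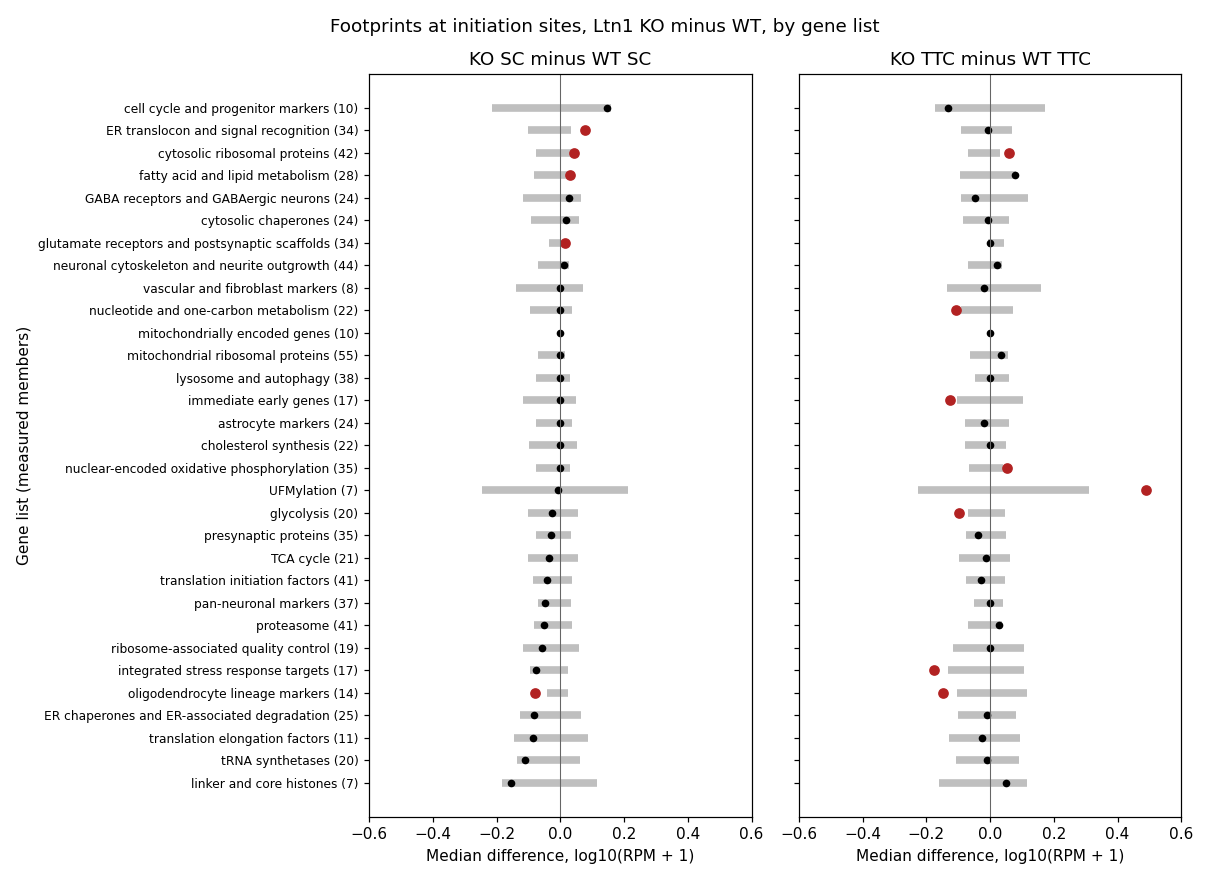
Median difference in log10(RPM + 1), KO minus WT (horizontal axes), of 31 gene lists with the number of measured members in brackets (vertical axis), in the SC pair (left) and the TTC pair (right). Points are list medians, grey bars the central 95% of random lists matched on level, and larger red points lists outside it, such as glycolysis at -0.0977 in the TTC pair.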

Strikingly, TTC3 KD in *Ltn1* KO neurons restored the ribosome footprint number at translation initiation site, indicating that the increased protein level of TTC3 is responsible for inhibition of translation initiation in *Ltn1* KO neurons (Fig. 4 *C* and *D*). Together, these results support the notion that the enhanced TTC3 protein in *Ltn1* KO neurons reduces further accumulation of arrested products by acting on 40S ribosomal subunits and preventing the process of translation initiation for selective genes.

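Crmp1, a protein of axon growth, had 7.48 RPM in KO SC and 32.6 RPM in KO TTC (adjusted p = 5.86e-10, exact binomial test). Gad1, an enzyme of GABA synthesis, had 8.60 RPM in KO SC and 27.9 RPM in KO TTC, and Rab7, a GTPase of late endosomes, had 8.60 and 33.1 RPM. The reverse held for the ubiquitin ligase Pja1, at 38.5 RPM in KO SC and 7.11 RPM in KO TTC (adjusted p = 4.56e-15, exact binomial test), for Calb2, a calcium-binding protein of interneurons, at 43.4 and 10.9 RPM, and for the elongation factor Eef1a2, at 38.5 and 13.1 RPM. The WT libraries differed in the same direction for Gad1 (15.7 RPM in WT SC and 35.6 RPM in WT TTC, adjusted p = 0.00483), Rab7 (4.77 and 24.7 RPM, adjusted p = 3.68e-05), Calb2 (29.1 and 11.0 RPM, adjusted p = 0.00551) and Eef1a2 (37.2 and 8.90 RPM, adjusted p = 5.30e-06). Crmp1 (18.1 and 26.7 RPM, adjusted p = 0.342) and Pja1 (27.7 and 16.4 RPM, adjusted p = 0.172) did not pass between the WT libraries. Translation initiation factors had 28 of 41 members higher in KO TTC than in KO SC (median 0.123). The oligodendrocyte markers had 9 of 14 higher (median 0.204), and their member Mbp had 0 reads in KO SC and 38 in KO TTC (20 in WT SC and 23 in WT TTC). Both lists leaned the same way between the WT libraries, within the range of random lists. Initiation factors had 27 of 41 members higher in WT TTC than in WT SC (median 0.0547), and oligodendrocyte markers 9 of 14 (median 0.149). Of the genes lowest in KO SC against WT SC, Maged1 had 22.4 RPM in WT SC, 6.73 RPM in KO SC and 20.2 RPM in KO TTC, while Msmo1 in KO TTC had 36.9 RPM (adjusted p = 1.0 against KO SC, exact binomial test). Among the 10 largest decreases in the SC pair, Fbxo21, H1f3, Hspa9, Maged1 and Pigs were higher in KO TTC at an adjusted p of 0.05 (exact binomial test). Gabrb1, Mrps11, Msmo1, Tardbp and Tceal1 did not pass. Of the 254 transcripts reduced in KO SC against WT SC, 188 were higher and 20 lower in KO TTC than in KO SC. These transcripts were picked for a low value in KO SC. KO SC is the library titled TTC3 RNAi and KO TTC the library titled scramble. Over all transcripts, 51.5% were higher and 37.1% lower in KO TTC than in KO SC, where counting error alone gave 43.4% to 45.7% higher. With the libraries rescaled to the same sum, 46.1% were higher and 42.4% lower, and counting error alone gave 42.9% to 45.2% higher. With median-of-ratios factors, 45.4% were higher and 43.1% lower. Both ways of rescaling take out a general difference between libraries by construction. Without rescaling, 613 were higher and 321 lower at an adjusted p of 0.05 among 5623. The medians differed by 0.0445 in Ltn1 KO (KO TTC minus KO SC) and by -0.0141 in WT (WT TTC minus WT SC). Across transcripts, which are not independent replicates, the difference KO SC minus WT SC had r = -0.401 with KO TTC minus KO SC. These differences share a library, and simulated libraries with no effect gave r = -0.504, with a covariance of -0.00993 against -0.0263 measured. The simulated libraries held counting error only. Reads varied more than that, with a mean Pearson statistic of 3.28 in the SC pair and 5.12 between the Ltn1 KO libraries. Extra variation in KO SC alone would lower the covariance, so the values cannot show a reversal. With median-of-ratios factors the Ltn1 KO medians differed by 0.00573. At a mean of at least 5 RPM, none of the 4 lists called between these libraries was called. Translation initiation factors were then within the random range, and fewer than 5 oligodendrocyte markers were left to test. For the TTC over the SC libraries of both genotypes, edgeR called 0 of 3703 transcripts (341 higher and 153 lower at an unadjusted p of 0.05, or 242 and 213 after TMM scaling). From the restored footprint number in Ltn1 KO neurons with TTC3 KD, the paper concludes that the raised level of TTC3 protein is responsible for the inhibition of translation initiation in these neurons.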

### Overaccumulated TTC3 Protein induces Dendritic and Synaptic Defects in *Ltn1* KO Neurons.

A previous study suggested that LTN1 KD in neurons reduce neuritic outgrowth, albeit through unknown mechanisms (35). To gain insights into the effects of impaired RQC in neuronal morphology, we first investigated whether LTN1 deletion in neurons affects dendritic outgrowth. On both 4 and 7 days in vitro (DIV), total dendritic length in *Ltn1* KO was significantly shorter that in WT neurons (Fig. 5*A* and *SI Appendix*, Fig. S7*A*). Furthermore, the number of dendrites was increased in *Ltn1* KO neurons on 7 DIV (Fig. 5*B* and *SI Appendix*, Fig. S7*B*). In contrast, such alterations in *Ltn1* KO were not observed in mature DIV12 neurons (Fig. 5*C* and *SI Appendix*, Fig. S7*C*). These results suggest that RQC dysfunction by LTN1 deletion caused developmental abnormalities in neurons. Since previous studies implicated TTC3 in neurite extension (28, 36), we next examined the involvement of overaccumulated TTC3 protein in the reduced dendritic outgrowth observed in *Ltn1* KO neurons. Strikingly, the KD of TTC3 normalized both the dendritic outgrowth and the number of dendrites in *Ltn1* KO neurons (Fig. 5 *D* and *E*). Therefore, the increased TTC3 protein is responsible for neuronal developmental defects caused by the RQC deficiency.

**Fig. 5.**
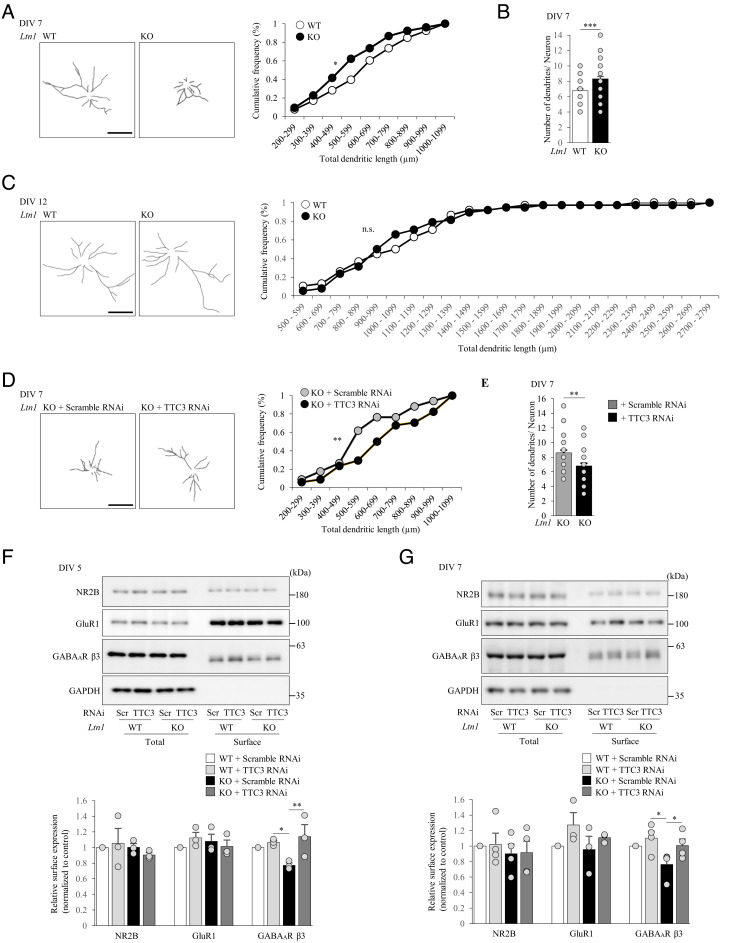
Dendritic outgrowth and synaptic homeostasis are impaired in *Ltn1* KO neurons partially due to the overaccumulation of TTC3 protein. (*A*) Dendrites of cultured cortical neurons at DIV 7 were stained with an anti-MAP2 antibody. *Left* panels show representative tracings of dendritic morphology. Total dendritic length was measured (*Right*) (*n *= 34, *P = 0.029, Kolmogorov–Smirnov test). (*B*) Cultured cortical neurons at DIV 7 were stained with an anti-MAP2 antibody, and the number of dendrites per neuron was counted (*n *= 34 **P = 0.001174, unpaired two-tailed Student’s *t* test). (*C*) Total dendritic length of neurons at DIV 12 was measured as in (*A*) (*n *= 38, *P *= 0.7306, Kolmogorov–Smirnov test). (*D* and *E*) Cultured cortical *Ltn1* KO neurons infected with indicated lentivirus were stained with an anti-MAP2 antibody at DIV 7. (*D*) Representative tracing of MAP2 positive dendrites is shown (*Left*). Total dendritic length was measured (*Right*) (*n *= 30, **P = 0.0062, Kolmogorov–Smirnov test). (*E*) The number of dendrites per neurons was counted (*n *= 30, *P = 0.0146, unpaired two-tailed Student’s *t* test). (*F*) Surface-localized proteins in cultured cortical neurons at DIV 5 were biotinylated, and the surface-biotinylated proteins were pulled down from 50 μg of total neuronal lysates by streptavidin-conjugated beads, followed by western blotting with indicated antibodies (*Left*). GAPDH was used as negative controls. The relative amounts of surface-localized proteins are shown (*Right*) (*n* = 3, NR2B: *F*(3, 6) = 0.535, *P* = 0.6749; GluR1: *F*(3, 6) = 1.75, *P *= 0.2495; GABA_A_β3: *F*(3, 6) = 5.95, *P* = 0.0313, one-way ANOVA; *P < 0.05, **P < 0.01, Bonferroni’s multiple comparison test post hoc). (*G*) Surface-localized proteins in cultured cortical neurons at DIV 7 were analyzed as in (*F*) (NR2B: *n *= 4, *F*(3, 9) = 0.575, *P *= 0.6458; GluR1: *F*(3, 8) = 1.40, *P *= 0.6458; GABA_A_β3: *F*(3, 9) = 4.27, *P *= 0.0391, one-way ANOVA; *P < 0.05, Bonferroni’s multiple comparison test post hoc). n.s., not significant. (Scale bars, 100 μm.) Throughout the figures, data represent means ± SEM.

Since the dendritic arbor is responsible for receiving and consolidating neuronal inputs, we next examined the impact of RQC deficiency on synaptic homeostasis. We investigated whether surface expression levels of neurotransmitter receptors, which are critical for synaptic functions, are affected in *Ltn1* KO neurons. On DIV 5 and 7, while no significant differences were observed for surface expression levels of AMPA and NMDA receptors, surface GABAAβ3 receptor levels were selectively decreased in *Ltn1* KO neurons without affecting total protein expression levels (Fig. 5 *F* and *G*). Importantly, the KD of TTC3 normalized the reduction of surface-localized GABAAβ3 receptor levels in *Ltn1* KO neurons (Fig. 5 *F* and *G*). These results show that TTC3 is crucial for maintaining the surface expression of GABAAβ3 receptors, suggesting that the excess protein level of TTC3 due to the LTN1 deficiency may disrupt synaptic functions in neurons.

### *Ltn1* KO Mice exhibit Cognitive Disorders via TTC3 Overaccumulation.

*Ltn1* KO neurons showed impairments of neuronal development and synaptic homeostasis. Therefore, we performed a series of behavioral tests for 3-mo-old *Ltn1* KO mice to examine how such neuronal defects may impact behaviors. In the prepulse inhibition (PPI) test, *Ltn1* KO mice showed significantly reduced PPI (Fig. 6*A*), which is a typical phenotype observed in both autism spectrum disorder (ASD) and schizophrenia. In the fear conditioning test, contextual fear memory was significantly affected in LTN1-deficient mice. *Ltn1* KO mice showed decreased levels of freezing (Fig. 6*B*), indicating that they exhibit cognitive dysfunction. In the rotarod test, *Ltn1* KO mice showed a reduction of motor performance (Fig. 6*C*). However, spontaneous locomotor activity in the open field was not affected (Fig. 6*D*), and the wire hang test showed that neuromuscular function was not altered in *Ltn1* KO mice (Fig. 6*E*). These results suggest that the reduced rotarod performance was not caused by impaired motor function itself, but possibly due to a learning impairment in motor coordination. Consistently, our immunohistological analysis did not reveal any obvious neuronal loss in the cerebral cortices of 3-mo-old *Ltn1* KO mice (*SI Appendix*, Fig. S8*A*). We next tested *Ltn1* KO mice for anxiety-like behaviors, first with the elevated plus maze (EPM) test. *Ltn1* KO mice spent more time on the open arms (Fig. 6*F*), suggesting reduced anxiety. With the marble-burying test, *Ltn1* KO mice buried fewer marbles compared to WT mice (Fig. 6*G*), showing a blunted response to the aversive situation. In the nest building test, *Ltn1* KO mice showed impaired nesting behaviors compared to WT mice (Fig. 6*H*), implying a decline in cognition and depressive-like behaviors.

**Fig. 6.**
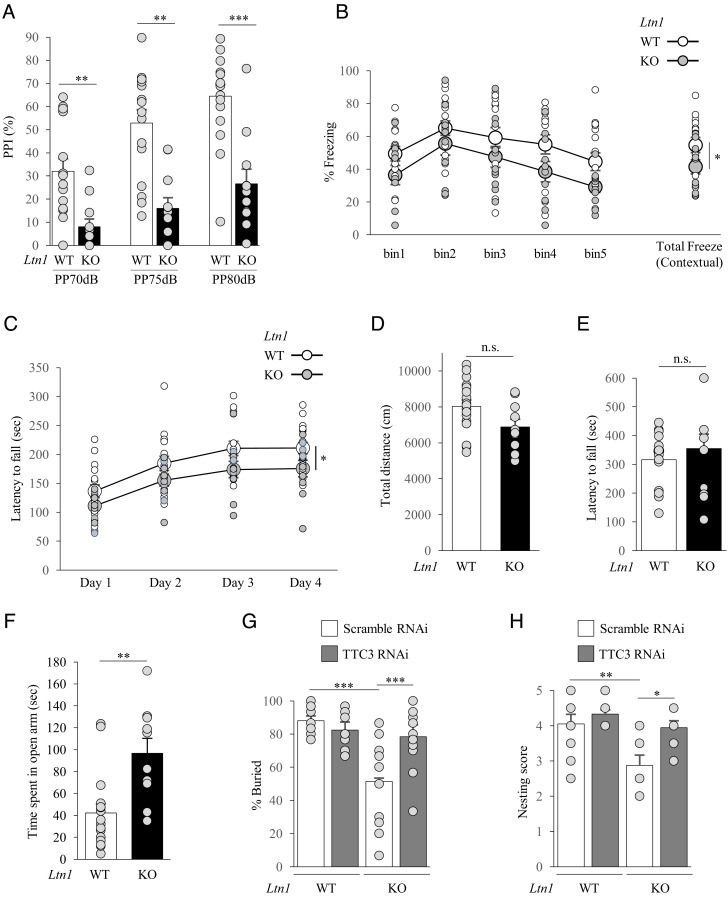
*Ltn1* KO mice show behavioral deficits associated with cognitive disorders partially though overaccumulation of TTC3 protein. (*A*) In PPI test, *Ltn1* KO mice showed a reduced PPI response. PPI values at three different prepulse intensities (70 dB, 75 dB and 80 dB) are shown. *n* = 17 (WT), *n* = 11 (*Ltn1* KO) (70 dB: *P* = 0.003; 75 dB: *P *= 0.001; 80 dB: *P *= 0.0006; two-tailed Mann–Whitney test). (*B*) In contextual fear conditioning test, *Ltn1* KO mice spent less time freezing than WT mice. Percent time of freezing during 5 min of the context test is shown. *n *= 17 (WT), *n *= 11 (*Ltn1* KO) (*P *= 0.0455; two-tailed Mann–Whitney test). (*C*) The latency to fall off the rotarod was recorded and *Ltn1* KO mice showed impaired motor function. *n *= 17 (WT), *n *= 11 (*Ltn1* KO) (*P *= 0.033; two-tailed Mann–Whitney test). (*D*) Distance traveled in the open field test. *n *= 14 (WT), *n *= 10 (*Ltn1* KO). No statistical differences were detected. (*P *= 0.8274; two-tailed Mann–Whitney test). (*E*) Measurement of forearm grip strength. Grip strength was comparable between the two mice groups. *n *= 14 (WT), *n *= 11 (*Ltn1* KO). No statistical differences were detected. (*P *= 0.459; two-tailed Mann–Whitney test). (*F*) In EPM test, *Ltn1* KO mice spent longer time in open arm and showed reduced anxiety. *n *= 17 (WT), *n *= 10 (*Ltn1* KO) (*P *= 0.0017; two-tailed Mann–Whitney test). (*G* and *H*) AAV encoding scramble or TTC3 RNAi was stereotaxically injected into mouse mPFC. (*G*) Marble-burying test showed that marble-burying behavior is reduced in *Ltn1* KO mice and exhibited a blunted response to the aversive situation that was normalized by KD of TTC3. *n *= 14, 14, 13, 14 for WT + Scramble RNAi, WT + TTC3 RNAi, KO+Scramble RNAi, and KO + TTC3 RNAi, respectively. [*F*(3,49) = 12.6, *P *< 0.0001, one-way ANOVA; ***P < 0.001, Bonferroni’s multiple comparison test post hoc]. (*H*) Defects in nesting behavior were observed for *Ltn1* KO mice that was rescued by KD of TTC3. *n *= 10, 9, 8, 9 for WT + Scramble RNAi, WT + TTC3 RNAi, KO + Scramble RNAi, and KO + TTC3 RNAi, respectively. [*F*(3, 32) = 7.09, *P *= 0.0009, one-way ANOVA; *P < 0.05, **P < 0.01, Bonferroni’s multiple comparison test post hoc]. n.s., not significant. Throughout the figures, data represent means ± SEM.

In order to examine causal relationships between accumulated TTC3 protein and behavioral deficits of *Ltn1* KO mice, we performed stereotaxic injections of adeno-associated virus (AAV) encoding TTC3 or scramble shRNA into the medial prefrontal cortex (mPFC), where neural circuits of various higher brain functions are involved. Importantly, the decreased anxiety phenotype manifested by the marble-burying test and the defects in nest building capability in *Ltn1* KO mice were fully restored by the KD of TTC3 (Fig. 6 *G* and *H*). Furthermore, the TTC3 KD appeared to counteract the reduced PPI observed in *Ltn1* KO mice (*SI Appendix*, Fig. S8*B*). Together, these results indicate that *Ltn1* KO mice showed behavioral abnormalities associated with cognitive disorders and a cohort of the behavioral deficits is caused by the aberrantly increased TTC3 protein due to the loss of LTN1.

## Discussion

We revealed that TTC3 and UFMylation signaling proteins are abnormally increased in *Ltn1* KO neurons. The up-regulated TTC3 protein was suggested to prevent further accumulation of translationally arrested products in stalled ribosomes by inhibiting translation initiation, when neurons face an overload of the arrested products that need to be eliminated by RQC. Therefore, our findings indicate that TTC3 serves as a compensatory feedback loop to reduce further accumulation of arrested products, when neuronal RQC function cannot sufficiently cope with the overload of arrested products (*SI Appendix*, Fig. S9). In other words, our data suggest a novel cellular feedback mechanism by which neurons inhibit translation initiation by increasing the abundance of TTC3 protein on 40S subunit. Remarkably, however, we found that abnormally increased TTC3 protein induced various deleterious effects on neuronal functions; the overaccumulated TTC3 protein in *Ltn1* KO neurons and mice results in dendritic and synaptic abnormalities and behavioral deficits associated with cognitive disorders.

Our results provide insights into how RQC dysfunction elicits disorders in the central nervous system. Notably, our findings were unexpected as *Ltn1* KO mice were phenotypically distinct from the previously reported *lister* mice, which were found through a genome-wide ENU mutagenesis screen and exhibited severe signs of neurodegeneration within 3 wk of age (37). Instead, *Ltn1* KO mice showed phenotypes associated with cognitive disorders without showing obvious deficits in locomotor activity, neuromuscular function, and neuronal loss at 4 to 5 mo of age. Although *lister* mice express the mutant *LTN1* with a deletion of 14 amino acid residues, it remains unclear what functions of LTN1 are altered by this deletion. Moreover, since ENU can randomly introduce mutations throughout the genome, one cannot rule out the possibility that mutations in the genes other than *LTN1* are also responsible for the severe neurodegeneration in *lister* mice. Nonetheless, the phenotypic differences might be caused by the downstream molecular pathways, such as those involving TTC3 and UFMylation signaling found in this study, which are potentially distinct between *Ltn1* KO mice and *lister* mice. Interestingly, TTC3 is one of the key genes in Down syndrome critical region on 21q22.2, as multiple Down syndrome model mice with *TTC3* triplication have been shown to commonly exhibit developmental and cognitive dysfunctions (38, 39). Intriguingly, a variant of the deUFMylation enzyme Ufsp2 that enhances UFMylated protein levels was recently identified as a factor contributing to neurodevelopmental disorders in humans (23). In addition, NEMF variants, which were hypothesized to reduce RQC functions, are associated with intellectual disability (16). Together, these results support our observation that *Ltn1* KO mice show behavioral deficits associated with cognitive disorders rather than severe neurodegenerative disorders.

Our results resolved the previous puzzling observations that *Ltn1* KO leads to neurite outgrowth defects and behavioral deficits (35, 37). First, although the previous study indicates that neurite outgrowth defects in LTN1 KD neurons were rescued by additional KD of NEMF (35), the underlying mechanism had remained unclear. Here, we revealed that TTC3 KD in *Ltn1* KO neurons normalized the enhanced binding of NEMF to 60S subunit and restored the dendritic abnormalities. Therefore, our findings suggest that the overaccumulated TTC3-mediated increase in NEMF abundance in 60S subunit is at least partly involved in the neurite outgrowth defects observed in *Ltn1* KO neurons. Next, our data provide possible molecular explanations for the cognitive deficits of *Ltn1* KO mice. The enhanced protein level of TTC3 reduced not only dendritic outgrowth but also surface-localized GABA_A_β3 receptor levels (Fig. 5 *F* and *G*), which would at least partly account for the abnormal behaviors associated with cognitive disorders in *Ltn1* KO mice, as suggested previously (40). Notably, since increased TTC3 protein levels induce fragmentation of the Golgi apparatus (28, 36), the overaccumulated TTC3 by LTN1 deletion might impair Golgi-mediated transport of GABA_A_β3 receptors to the plasma membrane, resulting in reduced surface-localized GABA_A_β3 receptors. Furthermore, the increased UFMylation signaling proteins in *Ltn1* KO may offer mechanistic insights into the selectivity of GABA_A_ receptor. An E1-like enzyme UBA5 in UFMylation pathway interacts with GABA receptor-associated proteins (GABARAPs) (41, 42), which regulate trafficking of GABA_A_ receptors (43). Therefore, dysfunction of GABARAPs leads to reduced expression of surface GABA_A_β3 (44). Likewise, aberrantly enhanced levels of UFMylation factors in *Ltn1* KO neurons might disturb the trafficking function of GABARAPs, resulting in reduction of surface GABA_A_β3 receptor levels (Fig. 5 *F* and *G*). Although further mechanistic studies are required, the present findings suggest a possible molecular link between RQC dysfunction, dendritic and synaptic defects, and behavioral deficits in *Ltn1* KO mice.

Recent studies indicate that dysregulation of various processes in translation, including initiation, elongation, and termination, is associated with a wide range of neurological diseases (45–47). Importantly, our study provides another layer of evidence that not only dysregulation of each translation process itself, but also impaired quality control of nascent polypeptides during translation, could lead to cognitive disorders. Notably, since TTC3 is highly expressed in the central nervous system, it is tempting to speculate that neurons have evolved to maintain highly regulated, balanced mechanisms, such as the TTC3-mediated feedback loop, in order to ensure translation by preventing an overload of translationally arrested products. By contrast, our findings provide a novel concept that overactivation of such a proteostasis maintenance mechanism that responds to ribosome stalling may elicit cognitive disorders. Beyond these mechanistic insights, our study suggests that TTC3 and UFMylation signaling factors may represent novel therapeutic targets for neurological diseases in which arrested translation is involved. More broadly, our findings that developmental defects in neurons are triggered by overaccumulated TTC3 protein provide therapeutic implications for cognitive, neurodevelopmental disorders including Down syndrome.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (PDF) Click here for additional data file.

## Data Availability

All study data are included in the article and/or supporting information.

## References

[1] F. U. Hartl, Protein misfolding diseases. Annu. Rev. Biochem. **86**, 21–26 (2017).2844105810.1146/annurev-biochem-061516-044518

[2] M. S. Hipp, R. Kasturi, F. U. Hartl, The proteostasis network and its decline in ageing. Nat. Rev. Mol. Cell Biol. **20**, 421–435 (2017).10.1038/s41580-019-0101-y30733602

[3] D. Balchin, M. Hayer-Hartl, F. U. Hartl, In vivo aspects of protein folding and quality control. Science **353**, aac4354 (2016).2736545310.1126/science.aac4354

[4] O. Brandman , A Ribosome-bound quality control complex triggers degradation of nascent peptides and signals translation stress. Cell **151**, 1042–1054 (2012).2317812310.1016/j.cell.2012.10.044PMC3534965

[5] C. A. P. Joazeiro, Mechanisms and functions of ribosome-associated protein quality control. Nat. Rev. Mol. Cell Biol. **20**, 368–383 (2019).3094091210.1038/s41580-019-0118-2PMC7138134

[6] T. Inada, Quality controls induced by aberrant translation. Nucleic Acids Res. **48**, 1084–1096 (2020).3195015410.1093/nar/gkz1201PMC7026593

[7] E. Sandaramoorthy , ZNF598 and RACK1 regulate mammalian ribosome-associated quality control function by mediating regulatory 40S ribosomal ubiquitylation. Mol. Cell **4**, 751–764 (2016).10.1016/j.molcel.2016.12.026PMC532113628132843

[8] A. Garzia , The ubiquitin ligase and RNA-binding protein ZNF598 orchestrates ribosome quality control of premature polyadenylated mRNAs. Nat. Commun. **8**, 16056 (2017).2868574910.1038/ncomms16056PMC5504347

[9] K. K. Kostova , CAT-tailing as a fail-safe mechanism for efficient degradation of stalled nascent polypeptides. Science **357**, 414–417 (2017).2875161110.1126/science.aam7787PMC5673106

[10] B. A. Osuna, C. J. Howard, S. Kc, A. Frost, D. E. Weinberg, In vitro analysis of RQC activities provides insights into the mechanism and function of CAT tailing. Elife **6**, e27949 (2017), 10.7554/eLife.27949.28718767PMC5562442

[11] M. H. Bengston, C. A. P. Joazeiro, Role of a ribosome-associated E3 ubiquitin ligase in protein quality control. Nature **467**, 470–473 (2010).2083522610.1038/nature09371PMC2988496

[12] S. Shao, A. Brown, B. Santhanam, R. S. Hegde, Structure and assembly pathway of the ribosome quality control complex. Mol. Cell **57**, 433–444 (2015).2557887510.1016/j.molcel.2014.12.015PMC4321881

[13] P. S. Shen , Rqc2p and 60S ribosomal subunits mediate mRNA-independent elongation of nascent chains. Science **347**, 75–78 (2015).2555478710.1126/science.1259724PMC4451101

[14] R. Yonashiro , The Rqc2/Tae2 subunit of the ribosome-associated quality control (RQC) complex marks ribosome-stalled nascent polypeptide chains for aggregation. Elife **5**, e11794 (2016), 10.7554/eLife.11794.26943317PMC4805532

[15] Y. J. Choe , Failure of RQC machinery causes protein aggregation and proteotoxic stress. Nature **531**, 191–195 (2016).2693422310.1038/nature16973

[16] S. Anazi , Clinical genomics expands the morbid genome of intellectual disability and offers a high diagnostic yield. Mol. Psychiatry **22**, 615–624 (2017).2743129010.1038/mp.2016.113

[17] P. B. Martin , NEMF mutations that impair ribosome-associated quality control are associated with neuromuscular disease. Nat. Commun. **11**, 4625 (2020).3293422510.1038/s41467-020-18327-6PMC7494853

[18] L. Wang , UFMylation of RPL26 links translation-associated quality control to endoplasmic reticulum protein homeostasis. Cell Res. **30**, 5–20 (2020).3159504110.1038/s41422-019-0236-6PMC6951344

[19] L. Wang, Y. Ye, Clearing traffic jam during protein translocation across membrane. Front. Cell Dev. Biol. **8**, 610689 (2021), 10.3389/fcell.2020.610689.33490075PMC7820333

[20] Y. Gerakis, M. Quinter, H. Li, C. Hetz, The UFMylation system in proteostasis and beyond. Trends Cell Biol. **29**, 974–986 (2019).3170384310.1016/j.tcb.2019.09.005PMC6917045

[21] S. Banerjee, M. Kumar, R. Wiener, Decrypting UFMylation: How proteins are modified with UFM1. Biomolecules **10**, 1442 (2020), 10.3390/biom10101442.33066455PMC7602216

[22] M. S. Nahorski , Biallelic UFM1 and UFC1 mutations expand the essential role of ufmylation in brain development. Brain **7**, 1934–1945 (2018).10.1093/brain/awy135PMC602266829868776

[23] M. Ni , A pathogenic UFSP2 variant in an autosomal recessive form of pediatric neurodevelopmental anomalies and epilepsy. Genet. Med. **23**, 900–908 (2021).3347320810.1038/s41436-020-01071-zPMC8105169

[24] M. Ohira , Gene identification in 1.6-Mb region of the Down Syndrome region on chromosome 21. Genome Res. **7**, 47–58 (1997).903760110.1101/gr.7.1.47

[25] R. H. Reeves, L. L. Baxter, T. Richtsmeier, Too much of a good thing: Mechanisms of gene action in Down syndrome. Trends Genet. **17**, 83–88 (2001).1117311710.1016/s0168-9525(00)02172-7

[26] C. P. Walczak , Ribosomal protein RPL26 is the principal target of UFMylation. Proc. Natl. Acad. Sci. U.S.A. **116**, 1299–1308 (2019).3062664410.1073/pnas.1816202116PMC6347690

[27] F. Suizu , The E3 ligase TTC3 facilitates ubiquitination and degradation of phosphorylated Akt. Dev. Cell **17**, 800–810 (2019).10.1016/j.devcel.2009.09.00720059950

[28] G. Berto , The Down syndrome critical region protein TTC3 inhibits neuronal differentiation via RhoA and Citron kinase. J. Cell Sci. **120**, 1859–1867 (2007).1748878010.1242/jcs.000703

[29] S. Jagannathan, C. Nwosu, C. P. Nicchitta, Analyzing subcellular mRNA localization via cell fractionation. Methods Mol. Bio. **714**, 301–321 (2011).2143174910.1007/978-1-61779-005-8_19PMC3718476

[30] A. Thrun , Convergence of mammalian RQC and C-end rule proteolytic pathways via alanine tailing. Mol. Cell **81**, 2112–2122 (2021).3390998710.1016/j.molcel.2021.03.004PMC8141035

[31] M. Costa-Mattioli, P. Walter, The integrated stress response: From mechanism to disease. Science **368**, aat5314 (2020), 10.1126/science.aat5314.PMC899718932327570

[32] R. Higgins , The unfolded protein response triggers site-specific regulatory ubiquitylation of 40S ribosomal proteins. Mol. Cell **59**, 35–49 (2015).2605118210.1016/j.molcel.2015.04.026PMC4491043

[33] D. M. Garshott , iRQC, a surveillance pathway for 40S ribosomal quality control during mRNA translation initiation. Cell Rep. **36**, 109642 (2021), 10.1016/j.celrep.2021.109642.34469731PMC8997904

[34] N. T. Ingolia, L. F. Lareau, J. S. Weissman, Ribosome profiling of mouse embryonic stem cells reveals the complexity and dynamics of mammalian proteomes. Cell **147**, 789–802 (2011).2205604110.1016/j.cell.2011.10.002PMC3225288

[35] T. Udagawa , Failure to degrade CAT-tailed proteins disrupts neuronal morphogenesis and cell survival. Cell Rep. **34**, 108599 (2021), 10.1016/j.celrep.2020.108599.33406423

[36] G. E. Berto , The DCR protein TTC3 affects differentiation and Golgi compactness in neurons through specific actin-regulating pathways. PLos One **9**, e93721 (2014), 10.1371/journal.pone.0093721.24695496PMC3973554

[37] J. Chu , A mouse forward genetics screen identifies LISTERIN as an E3 ubiquitin ligase involved in neurodegeneration. Proc. Natl. Acad. Sci. U.S.A. **106**, 2097–2103 (2009).1919696810.1073/pnas.0812819106PMC2650114

[38] F. Guedj , An integrated human/murine transcriptome and pathway approach to identify prenatal treatments for Down syndrome. Scientific Rep. (2016), 10.1038/srep32353.PMC500945627586445

[39] S. E. Antonarakis, Down syndrome and the complexity of genome dosage imbalance. Nat. Rev. Genet. **18**, 147–163 (2017).2802916110.1038/nrg.2016.154

[40] S. Braat, R. F. Kooy, The GABA_A_ receptor as a therapeutic target for neurodevelopmental disorders. Neuron **86**, 1119–1130 (2015).2605003210.1016/j.neuron.2015.03.042

[41] S. Habisov , Structural and functional analysis of a novel interaction motif within UFM1-activating enzyme 5 (UBA5) required for binding to ubiquitin-like proteins and ufmylation. J. Biol. Chem. **291**, 9025–9041 (2016).2692940810.1074/jbc.M116.715474PMC4861472

[42] J. Huber , An atypical LIR motif within UBA5 (ubiquitin like modifier activating enzyme 5) interacts with GABARAP proteins and mediates membrane localization of UBA5. Autophagy **16**, 256–270 (2020).3099035410.1080/15548627.2019.1606637PMC6984602

[43] T. A. Leil, Z. W. Chen, C. S. S. Chang, R. W. Olsen, GABA_A_ receptor-associated protein traffics GABA_A_ receptors to the plasma membranes in neurons. J. Neurosci. **24**, 11429–11438 (2004).1560194910.1523/JNEUROSCI.3355-04.2004PMC6730371

[44] K. K. Hui , GABARAPs dysfunction by autophagy deficiency in adolescent brain impairs GABA_A_ receptor trafficking and social behavior. Sci. Adv. **5**, eaau8237 (2019).3098911110.1126/sciadv.aau8237PMC6457945

[45] J. D. Richter, J. Coller, Pausing on polyribosomes: Make way for elongation in translational control. Cell **163**, 292–300 (2015).2645148110.1016/j.cell.2015.09.041PMC4600128

[46] F. B. Gao, J. D. Richter, D. W. Cleveland, Rethinking unconventional translation in neurodegeneration. Cell **171**, 994–1000 (2017).2914961510.1016/j.cell.2017.10.042PMC5728172

[47] F. Longo, E. Klann, Reciprocal control of translation and transcription in autism spectrum disorder. EMBO Rep. **22**, e52110 (2021).3397763310.15252/embr.202052110PMC8183409

# Supplementary material for: Dysregulation of ribosome-associated quality control elicits cognitive disorders via overaccumulation of TTC3
**Source:** Proc Natl Acad Sci U S A. 2023 Mar 14;120(12):e2211522120. doi: 10.1073/pnas.2211522120
**Supplement:** Supplementary file 2 — Dataset S01

**Dataset S1. Translation initiation of selective mRNAs was affected by the deletion of LTN1**

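The list ranks transcripts from Anxa2, a membrane-binding annexin, at the paper's value of -2.39, upward. Its value for Ltn1, again the paper's, is 1.07, a higher level in Ltn1 KO, and its value for Ttc3 is -0.22. The scale is log2(RPM + 3.5), a pseudocount found by search after the list had been seen. On it, the difference KO SC minus WT SC equalled the list's value within 1e-06 for 6384 of 6384 entries, which hold 6351 distinct transcripts. The difference KO TTC minus WT TTC equalled the list's value for 402 entries (6.30%). The 38 identifiers mended in the extracted text were accepted by the match with the SC pair, so their entries match it by construction. On the same scale, KO TTC minus WT TTC was -0.48 for Ltn1 and 0 for Ttc3. Of the list's entries, 2954 are below 0 (46.3%), 2428 are above 0 and 1002 are equal to 0, and all of the last had 0 reads in both SC libraries.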

A list of ranked genes sorted by the difference in footprint number at translation initiation site between harringtonine treated WT and *Ltn1* KO neurons (*Ltn1* KO-WT).

How the deposited data were processed for this re-analysis (not part of the article)

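Ribosome footprints at translation initiation sites were measured in primary mouse cortical neurons treated with harringtonine, in 4 libraries: WT SC, WT TTC, KO SC and KO TTC, named by genotype and by the letters of their codes. Titles and characteristics give scramble RNAi for the TTC libraries and TTC3 RNAi for the SC libraries, and this assignment was the main one. The exchange of these labels, as the codes spell them, was one of the alternatives tried. Each condition had 1 library.

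The authors' table holds RPM for 6352 transcripts. The submitters' notes name Bowtie, SAMtools, bedtools and the mouse build GRCm38/mm10, without versions, and do not give the window counted, the annotation or the choice of transcripts. RPM is scaled to the reads of the whole library: every value was a whole multiple of 1 read within 1e-06, and the listed sites hold 6.06% to 6.85% of a library. Whole reads were recovered from these steps. A floor of 3 reads corresponds to 1.43 RPM in WT SC, 2.05 RPM in WT TTC, 1.12 RPM in KO SC and 0.821 RPM in KO TTC. Transcripts with 0 reads numbered 1600, 1801, 1410 and 1215 in the same order. Symbols were taken from Dataset S1 through the transcript identifiers for 6351 transcripts, which gave 6342 symbols, after 38 identifiers broken in the extracted text had been mended. Mended identifiers were checked by the match of the list's value with KO SC minus WT SC. Gene positions are those of the RefSeq annotation of GRCm38. Of the genes named in the paper, Zfp598, Rps20, Rpl26, Ufm1 and Gabarap are not in the table, and Rps10 had 0 reads in every library.

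Levels were compared as log10(RPM + 1), as the difference of medians and the share of transcripts lower or higher. Intervals for levels are exact Poisson 95% intervals. Shares expected from counting error came from 1000 draws of both libraries from their common rates. Transcripts were compared between libraries with a two-sided exact conditional binomial test on reads, given the total reads of the libraries, adjusted by the Benjamini-Hochberg method over transcripts with reads, at an adjusted p of 0.05. On simulated data with 100 transcripts changed, this test recovered 27% of 2-fold and 78% of 4-fold changes in the SC pair with 1 unchanged transcript called, and 20% and 75% in the TTC pair with 5 called. Reads varied more between libraries than counting error allows, with a mean Pearson statistic of 3.28 in the SC pair and 3.17 in the TTC pair among transcripts with at least 20 reads, so these calls describe the libraries. An additive model of genotype and code over the 4 libraries was also fitted with edgeR's quasi-likelihood test, with 1 residual degree of freedom, so that Ltn1 KO and WT were compared within each code. It recovered 13.8% of 2-fold and 81.0% of 4-fold changes on simulated data, with 3 unchanged transcripts called. These shares need not hold for the measured libraries. There it did not call Get4, with 0 reads in WT SC and WT TTC, 24 in KO SC and 20 in KO TTC. Nor did it call Gpr17, with 0 reads in WT SC and KO SC, 38 in WT TTC and 24 in KO TTC.

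Of 33 gene lists fixed before the data were examined, 31 had at least 5 measured members. Each list's median difference was ranked among 10000 random lists of the same size matched on mean level in 20 bins, and a list was called when it lay outside the 2.5th to 97.5th percentile. The same draws were used for the number of members among the lowest 5% of transcripts. The relation of the Ltn1 KO difference to the difference between the Ltn1 KO libraries was set beside 100 simulated sets with no effect, which held counting error only. Genes were named by a rule fixed with the lists: the 10 largest and 10 smallest differences of each main comparison at a mean of at least 10 RPM, every gene the paper names, and for each called list the 4 members with the largest difference in its direction. Dataset S1, which gives Ltn1 KO minus WT differences, had been seen in part when the rule was written. Genes named outside the rule were chosen after their values were seen, as in the lowest 5% lists and the overlaps in Other observations.

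Alternatives fixed together with the lists were a filter at a mean of 5 RPM, a pseudocount of 0.1 RPM, a smallest difference of 0.1, rescaling of the libraries to the same sum, median-of-ratios factors, 1 transcript per gene, mitochondrially encoded genes left out, and the exchange of labels. Other alternatives were added later and are named as such. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with R 4.3.3 and edgeR 4.0.16.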

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

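The comparison with Dataset S1, the test on transcripts reduced in KO SC, and the tests of depth and share within each pair were chosen after the result was seen. The tests of depth and share on the difference between pairs were set before their values were computed.

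The titles and the codes of the RNAi arms conflict. If the titles are exchanged, the paper's own Ltn1 KO minus WT list should come from the SC pair, and 100% of its entries equal the SC pair's difference within 1e-06, against 6.30% for the TTC pair. Entries under the 38 mended identifiers equal the SC pair's difference by construction. Ttc3 had 5 reads in the SC libraries and 0 in the TTC libraries, which decides nothing: the reads are few, and among transcripts with at least 20 reads, reads varied more between TTC and SC libraries than counting error allows (mean Pearson statistic 4.15 in WT and 5.12 in Ltn1 KO). It stays open that the list was made from those columns while the titles are correct, and no biological explanation was tested.

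The median level differed between Ltn1 KO and WT in opposite directions in the pairs, by 0.0303 in the TTC pair and -0.0283 in the SC pair, and this difference between pairs was not tested, since each arm has 1 library. The tables argue against unequal depth as the whole source: in means of log10(RPM + 1) the pairs differed by 0.0354, and by 0.0277 after all libraries were thinned to equal depth, above the bound of 0.0177. Rescaling to the same sum left 0.0274, above the same bound, which argues against unequal shares of reads at the listed sites as the whole source. Within the pairs, thinning kept the decrease in the SC pair (mean -0.0154 before and -0.0187 after) and lowered the increase in the TTC pair from 0.0200 to 0.00897, too near its bound of 0.0100 to decide. In the TTC pair, the share of reads at the listed sites was lower in KO TTC than in WT TTC (ratio 0.977, 95% interval 0.970 to 0.984), which argues against unequal shares as the source of the increase. In the SC pair, the share was lower in KO SC (ratio 0.950), but this ratio is also that of the mean levels. Rescaling to the same sum took the mean in the SC pair from -0.0154 to -0.00223, short of its bound of -0.00769. In the TTC pair it took the mean from 0.0200 to 0.0252. The difference between pairs left after rescaling therefore came mainly from the TTC pair. Rescaling removes any overall decrease by construction, so unequal shares and a lower level in KO SC cannot be told apart. The pattern itself is fragile: the thinned medians differed by 0 in both pairs, and both medians were lower in Ltn1 KO at a mean of at least 5 RPM. Median-of-ratios factors gave means of 0.00916 and 0.0296, both higher in Ltn1 KO, but these factors also remove an overall decrease by construction. The RNAi arm, as a biological difference, and the separate handling of each library stay open.

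Of the 254 transcripts reduced in KO SC against WT SC, the mean of the TTC libraries lay nearer to WT SC for 63.4% (exact 95% interval 57.1% to 69.3%). This decides nothing about bursts of reads in 1 library, because 50% was not shown to be the share without a change. The transcripts were picked for a low value in KO SC, 90 of them had 0 reads there, and the same share was 24.6% for transcripts reduced in KO TTC against WT TTC and 33.3% for those increased in each pair. Bursts, a peculiarity of the single KO SC library and an effect in its neurons cannot be told apart with 1 library per condition.

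UFMylation genes had a median difference, Ltn1 KO minus WT, of 0.488 in the TTC pair and -0.00798 in the SC pair, and the difference between the pairs was not tested. The library that stands apart is WT TTC, with a mean of 0.587 RPM over the 7 members, against 4.63 RPM in WT SC, 3.53 RPM in KO SC and 3.83 RPM in KO TTC. The median of WT TTC minus WT SC was -0.522, outside the range of random lists, and that of KO TTC minus KO SC was 0.107, within it. In the TTC pair, 6 of 7 members were higher in KO TTC, with Ufsp2 at 0 reads in WT TTC and 23 in KO TTC (17 in WT SC and 8 in KO SC).

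Ltn1 itself, which the paper's main text does not report for these data, had 13.8 RPM in KO SC (exact Poisson 95% interval 9.75 to 19.1). This was above the floor of 1.12 RPM for that library. Dataset S1 lists Ltn1, and the SI Appendix was not at hand.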

How the results depend on the processing

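The alternatives added after seeing the data were thinning, the filters on reads in 1 or all 4 libraries, edgeR, the exchange of labels for the counts, the relation and the lowest 5%, rescaling to the same sum for the counts, and the exchange combined with another choice. Values are for the assignment in the titles unless exchanged is said, medians are in log10(RPM + 1), and the cause of a change was not tested except where the alternative's construction shows it. Leaving out mitochondrially encoded genes and using 1 transcript per gene moved none of the medians, shares, mean levels, targeted genes or list counts tested beyond counting error or 1.5 times, though each added ER chaperones (-0.142) to the lists called in Ltn1 KO.

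At a mean of at least 5 RPM, the median of Ltn1 KO minus WT reversed to -0.0313 with 54.1% of transcripts lower, and TTC3 RNAi minus scramble in WT reversed to -0.0350 with 44.0% higher. The difference of the TTC3 RNAi effects was -0.0238. Mean levels were 26.8 RPM in the library titled WT scramble, 24.8 in WT TTC3 RNAi, 26.0 in KO scramble and 23.6 in KO TTC3 RNAi, since low transcripts leave. The number of called lists was 3 for Ltn1 KO against WT and 2 for TTC3 RNAi against scramble in Ltn1 KO, with 25 lists tested in place of 31. All 3 were among the 8 called without the filter for Ltn1 KO against WT, and 0 of the 2 were among the 4 called in Ltn1 KO. A pseudocount of 0.1 RPM gave medians of 0.0395 for Ltn1 KO minus WT and 0.0185 for TTC3 RNAi minus scramble in WT. Counting only differences over 0.1 left 28.2% lower in Ltn1 KO, 23.9% higher with TTC3 RNAi in Ltn1 KO and 30.1% in WT, by construction.

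Rescaled to the same sum, the medians were 0.0373 (Ltn1 KO minus WT), -0.0124 (TTC3 RNAi in Ltn1 KO) and 0.0369 (in WT), the shares 40.3% lower in Ltn1 KO, 42.4% higher with TTC3 RNAi in Ltn1 KO and 43.3% in WT (reversed), the difference of effects 0, and all mean levels 10.23 RPM by construction. With median-of-ratios factors the medians were 0.0431, -0.00573 and 0.0348, the shares 39.4%, 43.1% and 43.3% (the last reversed), the difference of effects 0, and the mean levels 9.96 RPM in the library titled WT scramble, 9.90 in WT TTC3 RNAi, 10.15 in KO scramble and 10.36 in KO TTC3 RNAi. Like the same sum, these factors take out a general difference between libraries by construction.

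With the labels exchanged, every median, share and difference of effects reversed: -0.0283, 0.0445 and -0.0141 for the medians, 46.3% lower, 51.5% higher and 43.3% higher for the shares, and 0.00978. Mean levels for WT scramble, WT TTC3 RNAi, KO scramble and KO TTC3 RNAi were then 10.04, 10.79, 9.54 and 10.54 RPM. Ltn1 had 13.8 RPM in KO scramble, 0 in KO TTC3 RNAi and 1.37 in WT TTC3 RNAi, and Ttc3 had 0 RPM in both TTC3 RNAi libraries. Called lists for Ltn1 KO against WT numbered 5, with UFMylation at -0.00798 and oxidative phosphorylation at -0.00285, both reversed. In Ltn1 KO, TTC3 RNAi against scramble reversed for initiation factors (0.123), fatty acid and lipid metabolism (0.130), glutamate receptors (-0.0223) and oligodendrocyte markers (0.204). The relation was r = -0.401, and -0.347 in simulated libraries with no effect for the titled assignment, which gave -0.276. The lists above the central 95% of random lists in the lowest 5%, ranked with ties split, numbered 1 in place of 2. That list was oligodendrocyte markers, whose 3 of 14 members were reached by 3.53% of random lists. Exchanged with the 5 RPM filter, Ltn1 KO minus WT was -0.0378 with 58.0% lower, with the same sum -0.0120 with 43.7% lower, and with median-of-ratios factors 0.00252.

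Thinned to the shallowest library, the 3 medians were 0, with 38.7% lower in Ltn1 KO (reversed), 33.2% higher with TTC3 RNAi in Ltn1 KO and 36.7% in WT. Among transcripts with reads in at least 1 library, Ltn1 KO minus WT was 0.0128 with 44.9% lower, TTC3 RNAi in WT reversed to -0.00835 with 43.6% higher, and 39.5% were higher in Ltn1 KO. With reads in all 4 libraries, these were -0.000494 (reversed) with 54.4% lower, -0.00942 (reversed) with 45.5% higher, and 40.7%. The counts of transcripts lower and higher in Ltn1 KO were 240 and 171 by the binomial test, 225 and 186 with the same sum, 254 and 141 exchanged, and 0 and 0 by edgeR with library totals or TMM, whose smallest adjusted p were 0.723 and 0.748.

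Not run were the targeted genes at a mean of at least 5 RPM, since Ltn1 and Ttc3 lie below it, and any alternative for lists left with fewer than 5 members. Depth limits the medians to steps of whole reads.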

Differences from the paper's values

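The selection of transcripts for the Kruskal-Wallis test was chosen after seeing the values, as was the scale found for Dataset S1.

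For Ltn1 KO scramble minus WT scramble, the paper's medians differ by about -0.03 in Fig. 4D, read by eye, and those of the libraries with these titles by 0.0303. Of the alternatives set before the data were examined, the filter at a mean of 5 RPM (-0.0313) and the exchange of labels (-0.0283) fall within the paper's value, while the pseudocount of 0.1 RPM, the same sum, median-of-ratios factors, 1 transcript per gene and leaving out mitochondrially encoded genes do not.

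For Ltn1 KO TTC3 RNAi minus Ltn1 KO scramble, the paper's medians differ by about 0.04 in Fig. 4D, read by eye, and those of the libraries with these titles by -0.0445. Among the alternatives set before the data were examined, the exchange of labels gives 0.0445 and no longer differs, and the other 6 still differ.

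The paper's Kruskal-Wallis p over the 4 groups is 2.571e-08, and the p over all 6352 transcripts was 3.33e-05, with transcripts taken as replicates as in the paper and 1 library per group. None of the alternatives set before the data were examined gave the paper's value: p was lower, 5.69e-11, at a mean of at least 5 RPM, and higher in the others, 0.00175 for the same sum, 0.000227 for median-of-ratios factors, 3.28e-05 for 1 transcript per gene, 3.41e-05 without mitochondrially encoded genes and 3.33e-05 exchanged. Of 19 selections of transcripts, tried after seeing the values, the one that keeps the 3713 with reads in all 4 libraries gave 2.55e-08. Others came near too, such as at least 32 reads in all (3004 transcripts, 2.68e-08) and at least 20 reads in all (3703 transcripts, 1.78e-08), so the values single out no selection.

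In Dataset S1, the paper's value for Ltn1 is 1.07 and for Ttc3 is -0.22, while the pair titled scramble gave -0.48 and 0 on the same scale. The exchange of labels gave 1.07 and -0.22.

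The paper states that 46.3% of genes were lower in Ltn1 KO, and the pair titled scramble had 42.1% lower and 43.7% higher. With the labels exchanged, 46.3% were lower. The paper reports a decrease at initiation sites in Ltn1 KO and its restoration by TTC3 KD, while the libraries as titled gave medians in the opposite direction for both. Mean levels per transcript as titled were 10.79 RPM in WT scramble and 10.54 RPM in Ltn1 KO scramble, a decrease as in the paper, and 9.54 RPM in Ltn1 KO TTC3 RNAi.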

Other observations

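The overlap of the pairs, the transcripts absent from both libraries of a kind, and the naming of genes in them were chosen after seeing the data.

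The 2 pairs of Ltn1 KO and WT libraries share no library, and the same transcripts changed in both more often than chance gave. Of 4848 transcripts tested in both pairs, 43 were lower in both Ltn1 KO libraries at an adjusted p of 0.05, against 14.6 in random draws matched on level (95% range 8 to 21, highest 30). They included the glycolytic enzymes Aldoc and Pkm, the creatine kinase Ckb, the ferritin chain Fth1, the astrocyte filament protein Gfap, the GABAergic adhesion protein Nlgn2 and the ubiquitin hydrolase Uchl1. Another 28 were higher in both, against 6.44 in matched draws (95% range 2 to 11, highest 18), among them the ribosomal proteins Rpl13 and Rpl21, the tubulin Tuba1a, the growth cone protein Gap43, calmodulin Calm2 and the initiation factor subunit Eif3f. Opposite calls numbered 5 (lower in KO SC and higher in KO TTC: Lhfp, Pigf, Pip4k2c, Tfcp2 and Tubb2a) and 11, against 10.3 and 7.78 in matched draws. Over all transcripts the Ltn1 KO differences of the pairs had r = 0.0804, and 0.185 at a mean of at least 5 RPM.

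Some transcripts had 0 reads in both libraries of a kind and at least 10 in each of the others. There were 23 with 0 reads in both WT libraries, including Get4, Rpl21, Nf2 and Mcm6, and 6 with 0 reads in both Ltn1 KO libraries (Alg5, Naaa, Reep3, Supt3, Tmem176a and Zfp12). A further 29 had 0 reads in both SC libraries, including Acaa2, an enzyme of fatty acid oxidation, Gpr17, a receptor of oligodendrocyte progenitors, and Shmt2, and 28 had 0 reads in both TTC libraries, including Atf6, Cckbr and Slc7a11. In the crossed pairings, which match no condition, there were 4 (WT SC and KO TTC at 0) and 6 (WT TTC and KO SC at 0).

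Between the WT libraries, 375 transcripts were higher and 204 lower in WT TTC than in WT SC at an adjusted p of 0.05 among 5345. Over both genotypes, edgeR called 0 of 3703 transcripts between the TTC and SC libraries, with smallest adjusted p of 0.243, or 0.320 after TMM scaling. At any difference, 43.3% of transcripts were higher and 40.9% lower in WT TTC, which turned to 40.8% higher and 43.3% lower with the same sum, and to 40.9% and 43.3% with median-of-ratios factors. UFMylation genes had 6 of 7 members lower in WT TTC (median -0.522) and cell cycle and progenitor markers had 7 of 10 higher (median 0.242), among them Hes5 at 8.59 RPM in WT SC and 28.8 RPM in WT TTC (5.61 RPM in KO SC and 14.8 RPM in KO TTC). Fatty acid and lipid metabolism had 18 of 28 members higher in KO TTC than in KO SC (median 0.130), with Acaa2 at 0 reads in KO SC and 33 in KO TTC (0 in WT SC and 16 in WT TTC), and glutamate receptors and scaffolds had 19 of 34 lower (median -0.0223). In the SC pair, the latter had 17 of 34 higher in KO SC (median 0.0145).

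Among genes the paper names, Eif4e had 9.54 RPM in WT SC and 8.23 RPM in KO SC, and 10.96 RPM in WT TTC and 8.21 RPM in KO TTC. Rps2, whose ubiquitination the paper measured, had 22.9 RPM in WT SC, 16.8 RPM in KO SC, 16.4 RPM in WT TTC and 30.4 RPM in KO TTC. Nemf had 11 reads in WT SC, 0 in WT TTC, 16 in KO SC and 11 in KO TTC.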
